# Molecular bases for differential aging programs between flag and second leaves during grain-filling in rice

**DOI:** 10.1038/s41598-017-07035-9

**Published:** 2017-08-18

**Authors:** Shinyoung Lee, Hyobin Jeong, Sichul Lee, Jinwon Lee, Sun-Ji Kim, Ji-Won Park, Hye Ryun Woo, Pyung Ok Lim, Gynheung An, Hong Gil Nam, Daehee Hwang

## Abstract

Flag leaves (FL) and second leaves (SL) in rice show differential aging patterns during monocarpic senescence. Coordination of aging programs between FL and SL is important for grain yield and quality. However, the molecular bases for differential aging programs between FL and SL have not been systematically explored in rice. Here, we performed mRNA-sequencing of FL and SL at six time points during grain-filling and identified four molecular bases for differential aging programs between FL and SL: phenylpropanoid biosynthesis, photosynthesis, amino acid (AA) transport, and hormone response. Of them, photosynthesis (carbon assimilation) and AA transport (nitrogen remobilization) predominantly occurred in FL and SL, respectively, during grain-filling. Unlike other molecular bases, AA transport showed consistent differential expression patterns between FL and SL in independent samples. Moreover, long-distance AA transporters showed invariant differential expression patterns between FL and SL after panicle removal, which was consistent to invariant differential nitrogen contents between FL and SL after panicle removal. Therefore, our results suggest that the supplies of carbon and nitrogen to seeds is functionally segregated between FL and SL and that long-distance AA transport is an invariant core program for high nitrogen remobilization in SL.

## Introduction

In cereal crops, nutrients are predominantly transported to grains from leaves. In rice, leaves provide grains with carbon (C) and nitrogen (N) mainly through assimilation and remobilization, respectively^1–3^. Therefore, senescence of leaves greatly affects nutrient supply to grains^4–7^. During leaf senescence, photosynthesis (C assimilation) is down-regulated, whereas N remobilization is up-regulated^6, 7^. Thus, delayed senescence can result in increased grain yields by delaying down-regulation of C assimilation^8^. On the other hand, delayed senescence can decrease protein content (grain quality) in grains by delaying up-regulation of N remobilization, whereas accelerated senescence can increase protein content^9–11^. Collectively, these data indicate that leaf senescence is crucial for determining both yield and quality of grains during the grain-filling period.

To investigate leaf senescence at the molecular level in rice, several studies have identified a broad spectrum of genes that are associated with leaf senescence using genetic approaches. These include the following: (1) transcription factors (TFs), such as *OsWRKY42* ^12^, *OsDOS* ^13^, *OsTZF1* ^14^, *OsNAP* ^8^, and *OsNAC106* ^15^; (2) hormonal factors, such as the JA receptor CORONATINE INSENSITIVE 1b^16^; (3) defense-related proteins, such as lesion mimic and early senescence 1 (*OsLMES1*), spotted leaf3 (*OsSPL3*), and UDP-N-acetylglucosamine pyrophosphorylase 1 (*OsUAP1*)^17–19^; (4) phytochrome B (*OsPhyB*)^20^; and (5) the chlorophyll (Chl) degradation genes (*OsNYC1*, *OsPPH1*, *OsNYC4*, *OsRCCR1*, and *OsSGR1*)^21–26^. Moreover, time-course gene expression profiling of leaves during the grain-filling period can provide a more comprehensive understanding of leaf senescence. Recently, gene expression profiling of flag leaves (FL) from vegetative to senescence stages has identified senescence-associated genes (SAGs), including the six NAC TFs (*Os02g0579000*, *Os03g0327100*, *Os03g0327800*, *Os07g0566500*, *Os07g0683200*, and *Os10g0571600*)^27^.

These studies were performed mostly in FL only. However, senescence in rice does not occur independently in individual leaves and is a systemic process. To characterize this monocarpic senescence, Choudhuri’s *et al*.^28–32^ analyzed physiological changes, including transitions of Chl, protein, and RNA expression levels, in FL and second leaves (SL), which influence grain-filling the most^3, 33^. Comparisons of FL and SL showed that FL and SL have differential senescence patterns (i.e., rates of decreases in Chl and protein levels) during monocarpic senescence and that these differential senescence patterns were altered by panicle removal^28, 30^. However, FL and SL were shown to perform shared functions to provide C and N to grains^3, 33^. These data prompted us to characterize the shared and differential senescence programs in FL and SL and to determine the effects of grain-filling on the senescence programs of the two leaf types. Thus, we performed mRNA-sequencing of FL and SL at six time points during the grain-filling period and compared gene expression profiles between FL and SL. These analyses revealed SAGs with shared and differential patterns of expression changes during grain-filling. Mapping of these SAGs into cellular processes identified key cellular processes underlying the shared and differential senescence programs between FL and SL. Furthermore, among differential senescence programs, changes after panicle removal were used to distinguish invariable core senescence programs from variable senescence programs.

## Results

### Differential decreases in Chl levels and N contents between FL and SL during grain filling

In preliminary analyses of the Dongjin (*Oryza sativa* L. ssp. japonica) variety, which has been widely used for genetic analyses^34^, differential patterns of Chl degradation were observed between FL and SL during grain-filling. Because this is a hallmark feature of leaf senescence, we used this variety for further experiments in this study. To systematically examine temporal characteristics of differential senescence patterns, we initially measured grain weights during the entire grain-filling period. Temporal grain weight patterns revealed that grain-filling was completed at around 32 days after heading (DAH) under our growth conditions (Fig. 1a). Accordingly, we selected six different time points (4, 12, 20, 28, 36, and 44 DAH) to cover the entire grain-filling period and examined Chl levels in FL and SL. Chl levels decreased during grain-filling and tended to be higher in FL than in SL (P < 0.01, two-way AVOVA with Bonferroni correction; Fig. 1b). To confirm this tendency, we measured mRNA expression levels of *OsSGR1*, *OsPPH1*, and *OsRCCR1*, which are reportedly associated with Chl degradation^22, 24–26^, and found higher levels in SL than in FL (P < 0.01, two-way AVOVA with Bonferroni correction; Fig. 1c), thus consistent with a higher Chl level in FL than in SL. Moreover, rice grains obtain N from leaves through N remobilization, which is another representative senescence feature^4, 35, 36^. Thus, we measured total N contents in FL and SL at the six time points. N contents decreased during grain-filling and were higher in FL than in SL (P < 0.01, two-way AVOVA with Bonferroni correction; Fig. 1d). To confirm this difference, we measured mRNA expression levels of *OsNAP* and *OsAAP5*, which are reportedly associated with N remobilization^8, 37^, and found higher levels in SL than in FL (P < 0.01, two-way AVOVA with Bonferroni correction; Fig. 1e), consistent with a higher N content in FL than in SL. However, expression levels of these genes decreased after peaking at 28 (*OsSGR1*, *OsPPH1*, and *OsRCCR1* in FL and SL; *OsNAP* and *OsAAP5* in SL) or 36 DAH (*OsNAP* and *OsAAP5* in FL), whereas Chl levels and N contents continuously decreased (see Discussion). Taken together, these data indicate that FL and SL have differential decreases in Chl levels and N contents, which are representative senescence phenotypes during the grain-filling period.

**Figure 1:**
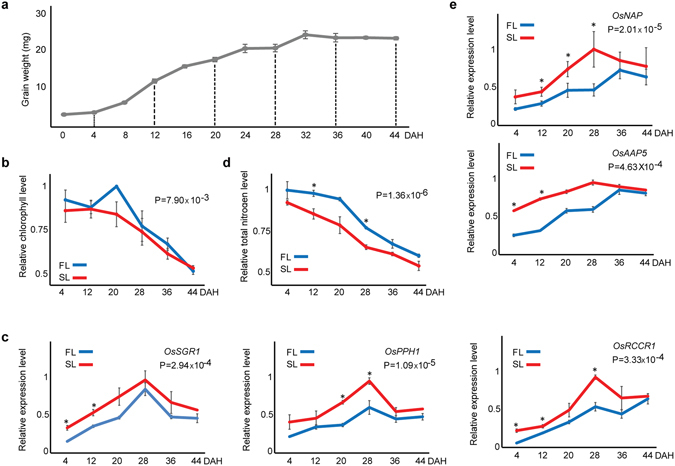
Differential decreases of Chl levels and N contents in FL and SL during the entire grain-filling period. (**a**) Temporal changes of average grain weights (mg) during grain-filling measured at 12 time points (4-day intervals from 0 DAH to 44 DAH). (**b**,**c**) Temporal changes of relative Chl levels (**b**) and expression levels of *OsSGR1*, *OsPPH1*, and *OsRCCR1* associated with Chl degradation (**c**) during grain-filling. (**d**,**e**) Temporal changes of relative total N content (**d**) and expression levels of *OsNAP* and *OsAAP5* associated with N remobilization (**e**) during grain-filling. Relative Chl levels and N content were determined by normalization to maximum levels in FL and SL during the grain-filling period. Relative gene expression levels were normalized to those of actin at corresponding time points. Data are presented as means ± SEM from three biological trials. P-values in (**b**–**e**) were computed using one-way ANOVA with post-hoc Bonferroni correction. *P < 0.05, two-tailed t-tests at each time point.

### SAGs with mRNA expression changes in FL and SL during grain-filling

To investigate the molecular nature of differential patterns of Chl levels and N contents between FL and SL during the grain-filling period, we performed mRNA-sequencing of FL and SL at the six time points used in the analyses described above. 

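FL and SL of field-grown rice were profiled by mRNA-sequencing at 4, 12, 20, 28, 36, and 44 DAH, with 3 biological replicates of each leaf at each time point and 36 libraries in total. The authors trimmed adapters with cutadapt, aligned the reads with TopHat, counted them on genes with HTSeq, and deposited, for 38026 genes, CPM values, the counts scaled to library sizes adjusted by the TMM method of edgeR. Each deposited value was a whole number of reads divided by an effective library size, and the numbers of reads counted on genes were recovered from the values. They ranged from 5713546 to 29789199 per library, with a median of 15073590 over all libraries, 17017740 in FL, and 12194003 in SL. In FL, the reads per library ranged from 18239980 to 29789199 (median 27506701) at 4 DAH, from 17194038 to 20897307 (median 19801605) at 12 DAH, and from 10504365 to 27186856 (median 13167064) at 20 DAH. They ranged from 9100786 to 18287196 (median 14678187) at 28 DAH, from 15468993 to 17205973 (median 15939486) at 36 DAH, and from 5931903 to 16841442 (median 6187371) at 44 DAH. In SL, the reads per library ranged from 8817254 to 25097907 (median 10349066) at 4 DAH, from 19403142 to 24834135 (median 21835548) at 12 DAH, and from 10967482 to 14361800 (median 12281582) at 20 DAH. They ranged from 13882487 to 26082278 (median 20666919) at 28 DAH, from 6113466 to 8435021 (median 8100100) at 36 DAH, and from 5713546 to 12106425 (median 6288741) at 44 DAH. A single read was worth 0.0355 to 0.170 CPM, and 3 reads, taken as the detection floor for counting error only, were worth 0.106 to 0.511 CPM. From the deposited values, log2(CPM + 1) values were computed and quantile normalized across the 36 libraries, and SAGs were called from them with the paper's criteria. FL and SL were also compared with limma in the 22057 genes with a log2 value of at least 1 in 3 or more libraries, with Benjamini-Hochberg adjustment within each comparison. Differences between leaves are given as log2 values of FL minus SL with the standard error (SE) and adjusted p of limma. The paper's text does not state whether FL and SL replicates with the same number came from the same plants. The deviations of FL and SL libraries from their group means had a mean correlation of 0.173 for the same replicate number. It was -0.0888 for different numbers. The comparisons of FL minus SL were therefore also made with same-numbered libraries of a time point as a block. For the SAG lists, the block was the replicate number across the time points of a leaf. The deviations had a mean correlation of 0.00416 for the same number between time points of a leaf. That block does not address a pairing of FL and SL. The tests of whether the change over time differed between the leaves were made without a block. The pseudocount of 1, the quantile normalization, the smoothing, and the tests used for the SAG criteria were the choices that could change the numbers.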

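Each of the 38026 genes was tested in each leaf for expression changes among the 6 time points by one-way analysis of variance, followed by Bonferroni-corrected comparisons of the 15 pairs of time points. A gene was called a SAG when both tests gave P-values below 0.05, the median Pearson correlation coefficient (PCC) between smoothed replicate profiles was at least 0.7, and the smoothed mean differed from that at 4 DAH of the same leaf by a log2 value of at least 1. With these criteria, 5401 SAGs were identified in FL and 4579 in SL, and 6643 genes were SAGs in at least 1 leaf. When the time points were permuted within each replicate, the median of 99 permutations was 13 SAGs in FL and 12 in SL, and the largest numbers were 2811 and 815. With the replicate number as a block, 5372 SAGs were identified in FL, 4501 in SL, and 6581 in at least 1 leaf, of which 6577 were also among the 6643. The alternative that moved these numbers most was a Bonferroni correction over all genes, which left 2517 SAGs in FL and 1208 in SL.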

Subsequently, we used time-course mRNA-sequencing data and identified a total of 6365 SAGs that showed significant (P < 0.05, ANOVA with Bonferroni correction) mRNA expression changes in FL (5179 SAGs) and/or SL (4421 SAGs) during grain-filling (Methods; Supplementary Table 1). Comparisons of the SAGs in FL and SL showed that 3235 SAGs were common in both, whereas 1944 and 1186 SAGs were uniquely identified in FL and SL, respectively (Fig. 2a). However, this comparison was limited because the common SAGs in FL and SL show distinct temporal expression patterns during grain-filling. Thus, we categorized SAGs into two groups based on the similarities of temporal expression patterns of the 6365 SAGs between FL and SL (Methods): (1) 3047 genes that showed shared temporal expression patterns between FL and SL during grain-filling (Shared_SAGs, log_2_-fold-changes between FL and SL < 0.58 (1.5-fold) at all six time points), and (2) 3058 genes that showed differential temporal expression patterns between FL and SL during grain-filling (Diff_SAGs, log_2_-fold-changes ≥0.58 and P < 0.05 from t-test at one or more of the six time points) (Fig. 2b; Supplementary Table 1). 

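Of the SAGs identified here, 3337 were common to FL and SL, whereas 2064 were identified only in FL and 1242 only in SL. The block for the replicate number left 3292 common SAGs. With a Bonferroni correction over all genes, 1662 SAGs were identified only in FL and 353 only in SL. These numbers were 3259 and 1840 with a pseudocount of 0.1, and 2525 and 776 without replicate 1.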

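The difference between FL and SL was computed at each time point from the medians of the smoothed replicates, and its significance with a two-sample test on the unsmoothed values of the 3 FL and 3 SL libraries. Of the 6643 SAGs, 3256 (49.0%) differed by less than a log2 value of 0.58 at all 6 time points and were Shared_SAGs, and 2926 (44.1%) were Diff_SAGs. Among the SAGs common to both leaves, 1743 were Shared_SAGs and 1371 were Diff_SAGs, and among the SAGs identified in only 1 leaf, the numbers were 1513 and 1555. With the replicate number as a block, there were 3239 Shared_SAGs, of which 3236 were also Shared_SAGs without it, and 2625 Diff_SAGs, of which 2543 were also Diff_SAGs without it. Adjusting the P-values of the two-sample tests by the Benjamini-Hochberg method reduced the Diff_SAGs to 1880. The readable text of the paper's Supplementary Table 1 lists 1640 Shared_SAGs, of which 1632 were Shared_SAGs here and 8 were not SAGs. When FL and SL were exchanged at random within same-numbered pairs of libraries and the list of SAGs was kept, the median number of Diff_SAGs over the exchanges was 540 and the largest was 2515.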

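The 6643 SAGs also included 461 that were neither Shared_SAGs nor Diff_SAGs, and 223 of these were SAGs in both leaves. With the replicate number as a block, 717 SAGs belonged to neither group. Over the alternatives, it ranged from 114 with a Bonferroni correction over all genes to 1707 with a pseudocount of 0.1 in place of 1.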

Of the 6365 SAGs, 260 did not belong to Shared_SAGs or Diff_SAGs because, although they showed larger than 1.5-fold differences between FL and SL at one or more time points, the differences were not statistically significant (P > 0.05, t-test). These data show that FL and SL have shared and differential transcriptional programs during the grain-filling period.

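Independent of the list of SAGs, limma compared FL with SL at each time point using all 36 libraries. At 4 DAH, 3108 genes differed with an adjusted p below 0.05, of which 1667 were higher in FL and 1441 in SL. The number was 2983 at 12 DAH (1436 higher in FL and 1547 in SL), 6709 at 20 DAH (3357 and 3352), and 5229 at 28 DAH (2275 and 2954). It was 2409 at 36 DAH (1032 and 1377) and 838 at 44 DAH (435 and 403). With the replicate number as a block, the numbers from 4 to 44 DAH were 3666, 3544, 7288, 5789, 3596, and 1228, of which 2972, 2809, 6474, 5018, 2341, and 771 were also found without the block. Averaged over the 6 time points, 10759 genes differed between the leaves, 4943 with higher levels in FL and 5816 with higher levels in SL, and with the block 11378 genes differed. Without quantile normalization, an alternative chosen after the data were seen, the numbers higher in FL and in SL were 5235 and 5240 on average, 1947 and 1201 at 4 DAH, 1445 and 1306 at 12 DAH, and 3648 and 2799 at 20 DAH. They were 2098 and 2862 at 28 DAH, 936 and 940 at 36 DAH, and 404 and 408 at 44 DAH. The leaf with more of the higher genes at 12 and 44 DAH therefore depended on the scaling. With the replicate block, SL had more at 20 DAH (3584 in FL and 3704 in SL) and at 44 DAH (569 and 659). At 36 DAH, FL had more in each fit that left out a replicate (12 and 7, 1464 and 1236, and 493 and 414). At 28 DAH, FL had more with only the 6 libraries of the time point (1027 and 1008). Only at 4 DAH and on average did the same leaf have more under every setting. Leaving out a replicate moved the numbers most from 4 to 28 DAH, where the smallest were 904, 266, 3391, and 1766. At 36 and 44 DAH, a fit to only the 6 libraries of the time point moved them most, to 0 genes, with 4340 and 2350 genes at an unadjusted p below 0.05. Among genes with an adjusted p below 0.05 for the average and the same sign at all 6 time points, the largest average difference toward FL was that of the gene OS06G0102100 at 2.90 (SE 0.23, adjusted p = 7.7e-11; with the block, SE 0.18, adjusted p = 3.59e-09), followed by the chalcone synthase gene OS11G0530600 at 2.74 (SE 0.26, adjusted p = 2.48e-09; with the block, SE 0.21, adjusted p = 3.32e-08). Among the same genes, the largest toward SL was that of OS06G0244000 at -2.53 (SE 0.25, adjusted p = 4.26e-09; with the block, adjusted p = 2.13e-07), followed by OS04G0429600, listed as a pseudogene, at -2.13 (SE 0.11, adjusted p = 6.58e-14; with the block, adjusted p = 9.44e-11). From the groups of Shared_SAGs and Diff_SAGs, the paper concludes that the transcriptional programs of FL and SL during grain-filling are partly shared and partly different.

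**Figure D1:**
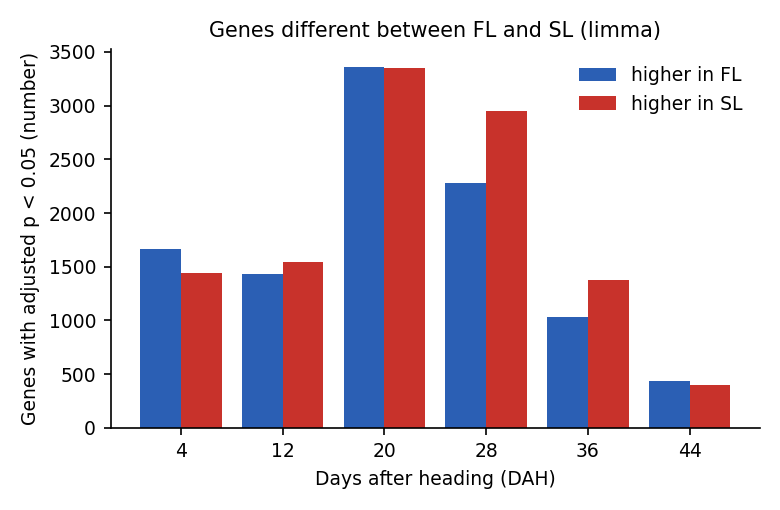
Numbers of genes with an adjusted p below 0.05 between FL and SL in limma at each time point, counted separately for genes higher in FL and genes higher in SL. The largest number was 6709 at 20 DAH and the smallest was 838 at 44 DAH.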

**Figure 2:**
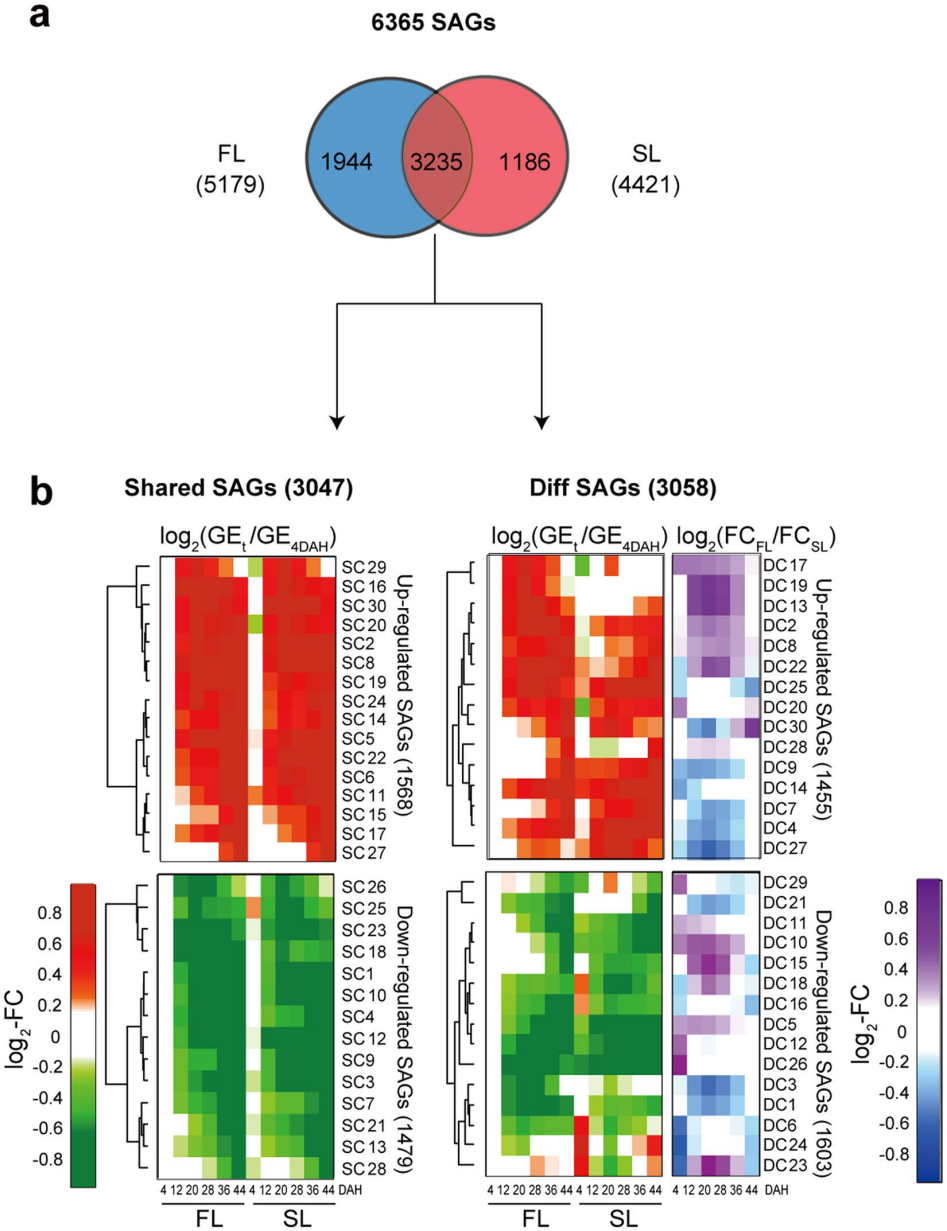
SAGs with shared and different expression patterns between FL and SL during grain-filling. (**a**) Relationships of SAGs with significant expression changes during grain-filling in FL and SL. (**b**) SAGs with shared (Shared_SAGs) and different (Diff_SAGs) temporal gene expression (GE) patterns between FL and SL. The 3047 Shared_SAGs were clustered into 30 clusters (SC1-30; Methods) that were divided into 16 up-regulated and 14 down-regulated clusters (top and bottom left heat maps, respectively). For the up- or down-regulated clusters, the heat map shows the average log_2_-fold-changes [log_2_-FC = log_2_(GE_*t*_/GE_4DAH_)] of genes at each time point (*t*) in FL and SL, compared with those at 4 DAH in FL. Up-regulation (red; log_2_-FC ≥0) and down-regulation (green; log_2_-FC < 0) in FL and SL during grain-filling are represented in comparison with those at 4 DAH in FL. The color bar shows the gradient of log_2_-FC at each time point compared with that at 4 DAH in FL. The 3058 Diff_SAGs were also clustered into 30 clusters (DC1-30), which were then divided into 15 up-regulated and 15 down-regulated clusters (top and bottom right heat maps, respectively). The same method was used to visualize the up- or down-regulated clusters of Diff_SAGs using the same color (red and green) gradient. Additional heat maps show differences in the average log_2_-FCs [log_2_(FC_FL_/FC_SL_)] values of genes in up- and down-regulated clusters between FL and SL at the six time points. Colors represent higher (purple) or lower (blue) log_2_-FCs in FL than in SL. The color bar shows the gradient of log_2_-fold-change differences between FL and SL at each time point.

### Cellular processes associated with Shared_SAGs in FL and SL during grain-filling

Several studies have shown that FL and SL perform similar roles to provide nutrients to grains^3, 33^, suggesting the presence of Shared_SAGs (3047 SAGs). To systematically explore the Shared_SAGs, we classified them into seven patterns (SP1-7) (Supplementary Fig. 1a) using k-means clustering followed by hierarchical clustering (Methods). The seven patterns of Shared_SAGs included four (SP1-4) up-regulated and three (SP5-7) down-regulated patterns (Supplementary Fig. 1a). 

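By the sign of the mean change from 4 DAH, 1690 of the Shared_SAGs identified here were up-regulated and 1566 were down-regulated. The up-regulated ones had mean log2 changes from 4 DAH to 12, 20, 28, 36, and 44 DAH of 0.57, 0.87, 0.85, 1.03, and 1.20 in FL and 0.61, 0.91, 0.88, 1.02, and 1.16 in SL. The corresponding changes of the down-regulated ones were -0.63, -0.97, -0.99, -1.13, and -1.21 in FL and -0.57, -0.86, -0.86, -0.98, and -1.10 in SL. The clustering into patterns was not repeated, because the paper's text does not name its starting points.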

To understand cellular processes associated with Shared_SAGs, we performed the enrichment analysis of gene ontology biological processes (GOBPs) for the genes in SP1-7 (Supplementary Fig. 1b and Table 2). First, the transport process was represented by SP1, which had a peaked pattern during grain-filling. SP1 included four major facilitator superfamily genes (*Os01g0268100*, *Os03g0795000*, *Os04g0573000*, and *Os12g0133100*), two ABC transporters (*Os08g0167000* and *Os04g0209200*), and a putative copper transporter (*Os08g0455900*), suggesting that mobilization of molecules using these transporters occurred commonly in both FL and SL during the grain-filling period. 

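Of these transporter genes, Os01g0268100 and Os08g0455900 were SAGs in both leaves here, Os04g0209200 only in FL, and the others only in SL. A SAG in 1 leaf can be a Shared_SAG, and all 7 genes were Shared_SAGs. Their log2 expression, taken over both leaves, increased from 4 to 20 DAH by 0.85 (Os03g0795000, SE 0.08, adjusted p = 3.78e-10 in limma) to 1.30 (Os08g0455900, SE 0.13, adjusted p = 1.01e-09). The increase to 20 DAH was between 0.50 and 1.39 in FL and between 1.06 and 1.36 in SL. The differences between the leaves at 20 DAH ranged from -0.28 (Os03g0795000, SE 0.11, adjusted p = 0.0592) to 0.23 (Os08g0455900, SE 0.18, adjusted p = 0.350). At 4 DAH, Os12g0133100 differed by 0.67 (SE 0.14, adjusted p = 0.00125 in limma; with the replicate block, 0.00215), although its smoothed medians stayed below 0.58, and it was a Shared_SAG under 8 of the 16 alternatives set in advance. Of the same alternatives, 10 kept Os04g0573000 as a Shared_SAG, and 11 kept each of Os08g0167000 and Os08g0455900. For Os01g0268100, Os03g0795000, and Os04g0209200, the number was 15. Mean expression was highest at 20 DAH in both leaves for Os01g0268100, Os03g0795000, Os08g0167000, Os04g0209200, and Os08g0455900. It was highest at 20 DAH in FL and 12 DAH in SL for Os04g0573000, and at 36 DAH in FL and 28 DAH in SL for Os12g0133100. The change over time of Os03g0795000 and Os12g0133100 differed between the leaves (adjusted p = 0.0139 and 0.00335). From these genes, the paper proposes that the transporters mobilize molecules in both leaves during grain-filling.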

Second, DNA methylation/replication/repair, RNA processing, and production of ta-siRNAs/siRNAs involved in RNA interference were represented by SP2 and/or SP3 with early increases during grain-filling. Third, stress responses (responses to salt stress, cadmium ion, and phosphate starvation) were represented by SP4, with gradual increases during grain-filling. Finally, photosynthesis and Chl biosynthetic processes were represented by SP5 and/or SP6, which had early or gradual decreases during grain-filling. These data suggest that DNA repair, epigenetic gene silencing (DNA methylation and siRNA generation), and stress responses were up-regulated with shared temporal patterns in FL and SL during the grain-filling period, whereas photosynthesis-related processes were down-regulated with shared temporal patterns in FL and SL.

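Among the photosystem genes that the paper places in SP5 and SP6, 8 belong to PS I and 9 to PS II. OsPsbR, OsPsbO, and OsPsaG were SAGs only in SL here, and OsPsbTn and OsPsaN only in FL. The others were SAGs in both leaves, and all 17 were Shared_SAGs. Their log2 changes from 4 DAH, averaged over the later time points, were negative in both leaves. In the 8 PS I genes, the changes ranged from -3.80 (OsLhcA4) to -0.54 (OsPsaG) in FL and from -3.84 (OsLhcA4) to -0.61 (OsPsaN) in SL. In limma, the highest adjusted p of the 8 genes was 0.0117 in FL and 0.00343 in SL. In the 9 PS II genes, the changes ranged from -3.70 to -0.85 in FL and from -3.73 to -0.72 in SL. The decrease did not proceed evenly. OsLhcA4 at 36 DAH lay above the mean of 28 and 44 DAH by 4.79 in FL and 4.49 in SL. In SL, the mean expression of OsPsaG, OsPsaN, and OsPsbY was highest at 36 DAH, above that at 4 DAH. The paper proposes from such genes that photosynthesis was down-regulated with shared temporal patterns in both leaves.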

### Cellular processes associated with Diff_SAGs in FL and SL during grain-filling

Differential decreases of Chl levels and N contents in FL and SL during the grain-filling period (Fig. 1b–e) suggests the presence of Diff_SAGs in FL and SL during grain-filling. 

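By the sign of the mean change from 4 DAH over both leaves, the 2926 Diff_SAGs identified here comprised 1416 up-regulated and 1510 down-regulated genes. From 12 to 36 DAH, the mean difference between the leaves was toward FL in 778 and toward SL in 638 of the up-regulated genes, and toward FL in 756 and toward SL in 754 of the down-regulated genes. At 4 DAH, 755 of the up-regulated genes were higher in FL and 661 in SL, and 713 of the down-regulated genes were higher in FL and 797 in SL. Counting the changes from 4 DAH of FL in both leaves, as in the paper's heat maps, gave 1437 up-regulated genes.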

For the 3058 Diff_SAGs identified above, we initially computed differences between temporal mRNA expression profiles in FL and SL and classified them into 1455 up-regulated and 1603 down-regulated SAGs during senescence, based on temporal difference patterns (Fig. 3a). To systematically explore these Diff_SAGs, we then categorized them into 16 patterns (DP1–16) using the method used for Shared_SAGs (Methods). The 16 patterns of Diff_SAGs included 10 up-regulated (DP1-10) and six down-regulated (DP11–16) patterns (Fig. 3b). Of the DP1–16, we further focused on five major groups (G1-5) of the patterns that showed similar differences between temporal expression profiles in FL and SL (Fig. 3b), with more than 306 SAGs (>10% of the total number of Diff_SAGs).

**Figure 3:**
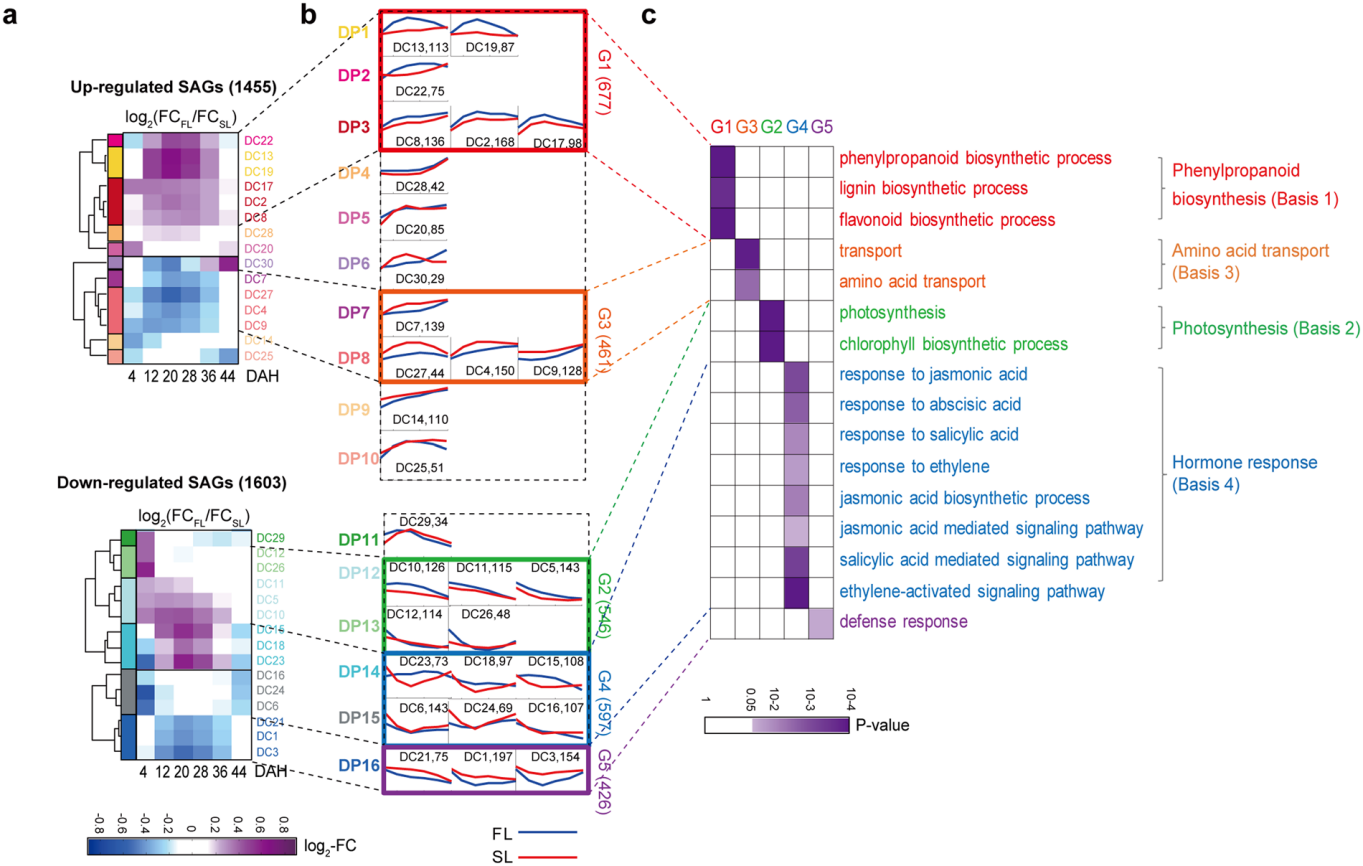
Differential SAGs between FL and SL. (**a**) Difference patterns of temporal gene expression profiles of Diff_SAGs between FL and SL. The 3058 Diff_SAGs were clustered into 30 clusters (DC1-30; Methods). The heat map shows mean differences of log_2_-FCs [log_2_(FC_FL_/FC_SL_)] values for genes in each cluster between FL and SL at each time point. Colors represent higher (purple) or lower (blue) log_2_-FCs values in FL than in SL. The color bar shows the gradient of log_2_-fold-change differences between FL and SL at each time point. DC1-30 were then grouped into 16 patterns (DP1-16) based on differential temporal expression patterns. Blue and red lines represent the average log_2_-FC profiles during grain-filling in FL and SL, respectively. The five major groups (G1-5) are denoted by colored boxes, relationships between G1-5 (log_2_-FC profiles) in (**b**) and DC1-30 [heat map in (**a**)] are indicated by dotted lines, and total numbers of genes in G1-5 are shown in parenthesis. (**c**) Gene ontology biological processes (GOBPs) significantly (P < 0.05) represented by Diff_SAGs in G1-5, and those enriched by G1-5 are highlighted in different colors (see Supplementary Fig. 2 and Table S3 for a detailed list of GOBPs). The color bar shows the gradient of log_10_(P) values, where P is the enrichment P-value from the EASE scoring method in DAVID software. Finally, representative GOBPs for G1-5 are presented.

To investigate cellular processes associated with Diff_SAGs, we performed the enrichment analysis of GOBPs for the genes in G1-5 (Fig. 3c; Supplementary Fig. 2 and Table 3). First, the synthesis of phenylpropanoid family compounds (flavonoid, phenylpropanoid, and lignin) was represented by G1 (Fig. 3c) and were up-regulated during grain-filling with higher levels in FL than in SL during the middle stage of grain-filling (DP1-3 in Fig. 3b). These three molecules are known to protect plants from various types of stresses^38–40^, and the pathways for their synthesis are largely shared with the common precursor phenylalanine. These data suggest that protection against stresses involving these molecules increases during grain-filling in both FL and SL, but that the protection capacity is higher in FL than in SL during the middle stage of grain-filling. 

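Up-regulated Diff_SAGs that passed the thresholds of fold-change and P-value with higher levels in FL at 1 or more of 12, 20, 28, and 36 DAH numbered 653. Their mean difference between the leaves was 0.26 at 4 DAH, 0.76 at 12 DAH, 0.95 at 20 DAH, 0.86 at 28 DAH, 0.59 at 36 DAH, and 0.14 at 44 DAH. These genes were selected by their difference at the middle stage, so the size of that difference is not an independent measurement. The processes represented by these genes were not analysed here.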

Second, photosynthetic and Chl biosynthetic processes and lipid and carbohydrate metabolism were represented by G2 (Fig. 3c; Supplementary Fig. 2), which was down-regulated during grain-filling with higher levels in FL than in SL during the early stage of grain-filling (DP12-13 in Fig. 3b). These data suggest that C assimilation through photosynthetic activity decreases during grain-filling in both FL and SL, but is higher in FL than in SL during the early stage of grain-filling. 

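Down-regulated Diff_SAGs that passed both thresholds at 4 DAH with higher levels in FL numbered 358. Their mean difference between the leaves decreased from 0.88 at 4 DAH, where they were selected, to 0.53 at 12 DAH, 0.31 at 20 DAH, and 0.25 at 28 DAH, and it was 0.16 at both 36 and 44 DAH.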

Third, transport processes were represented by G3 (Fig. 3c), which was up-regulated during grain-filling with higher levels in SL than in FL during the middle stage of grain-filling (DP7-8 in Fig. 3b). 

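A group of 481 up-regulated Diff_SAGs passed both thresholds with higher levels in SL at 1 or more time points from 12 to 36 DAH. The mean difference of these genes between the leaves was -0.30 at 4 DAH, -0.74 at 12 DAH, -0.88 at 20 DAH, -0.72 at 28 DAH, -0.43 at 36 DAH, and -0.08 at 44 DAH.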

G3 included transporters of various nutrients, such as nucleotides, sucrose, copper, phosphate, AAs, and peptides, and among these, AA transporters (AATs) were significantly (P < 0.05) enriched in G3 (Fig. 3c). These data suggest that N supply through AATs from both FL and SL to grains increases during grain-filling, but is higher in SL than in FL during the middle stage of grain-filling, as suggested by the data in Fig. 1d. 

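Down-regulated Diff_SAGs with higher levels in SL and both thresholds passed at 4 DAH numbered 432. The mean difference of this group was -0.97 at 4 DAH, -0.26 at 12 DAH, 0.05 at 20 DAH, -0.08 at 28 DAH, -0.16 at 36 DAH, and -0.36 at 44 DAH.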

Fourth, hormone responses (jasmonic acid, abscisic acid, and ethylene) associated with senescence were represented by G4 (Fig. 3c), which showed down-regulation during grain-filling and higher levels in SL than in FL during the early stage of grain-filling (DP14-15 in Fig. 3b). These data suggest that senescence-associated hormone responses decrease during grain-filling in both FL and SL, but are higher in SL than in FL during the early stage of grain-filling. Finally, defense responses were represented by G5 (Fig. 3c), which showed down-regulation during grain-filling with higher levels in SL than in FL during the middle stage of grain-filling (DP16 in Fig. 3b).

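In 473 down-regulated Diff_SAGs, both thresholds were passed with higher levels in SL at the middle stage, and in 527 they were passed with higher levels in FL. The 473 genes had mean differences of -0.24 at 4 DAH, -0.66 at 12 DAH, -0.80 at 20 DAH, -0.70 at 28 DAH, -0.50 at 36 DAH, and -0.17 at 44 DAH. The ferredoxin gene OsPetF, which the paper places in G5, had an average difference from 12 to 36 DAH of -0.66 (SE 0.09, adjusted p = 1.51e-06 in limma).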

The GOBPs represented by Diff_SAGs can vary with the cutoffs used to select Diff_SAGs. To examine this aspect, we applied four more stringent cutoffs to select Diff_SAGs and found that the GOBPs for G1-4 were still represented by the Diff_SAGs that were identified using the stringent cutoffs, whereas defense responses for G5 were not (see Discussion). Thus, we focused on the aforementioned GOBPs represented by G1-4. These data suggest four potential molecular bases (Bases 1-4) for the differential mRNA expression patterns in FL and SL during the grain-filling period (Fig. 3c) as follows: (1) phenylpropanoid biosynthesis (Basis 1 for G1), (2) photosynthetic and Chl biosynthetic processes (Basis 2 for G2), (3) transport of AAs (Basis 3 for G3), and (4) senescence-associated hormone responses (Basis 4 for G4).

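When at least 2 time points had to pass both thresholds, 838 of the Diff_SAGs were up-regulated. From 12 to 36 DAH, 492 of these 838 genes had higher mean levels in FL and 346 in SL. Of the down-regulated genes that remained, 397 had higher mean levels in FL and 337 in SL at these time points, and 334 were higher in FL and 400 in SL at 4 DAH.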

### Distinct associations of Shared_SAGs and Diff_SAGs with transport and photosynthesis

The above analyses show that several cellular processes are represented by both Shared_SAGs and Diff_SAGs as follows: (1) The transport process by SP1 of Shared_SAGs (Supplementary Fig. 1b) and by G3 of Diff_SAGs (Fig. 3c) and (2) photosynthesis and Chl biosynthetic processes by SP3, SP5, and SP6 of Shared_SAGs (Supplementary Fig. 1b) and also by G2 of Diff_SAGs (Fig. 3c). Shared_SAGs and Diff_SAGs included mutually exclusive sets of SAGs, suggesting that Shared_SAGs and Diff_SAGs were distinctly associated with different sets of transporters or with different subnetworks of photosynthesis and Chl biosynthesis. To confirm these distinct associations of Shared_SAGs and Diff_SAGs with transport processes, we examined the relative enrichment of subfamilies of transporters in SP1 of Shared_SAGs and G3 of Diff_SAGs. G3 of Diff_SAGs was significantly (P < 0.01, hypergeometric test) enriched with AATs (Fig. 4a; Supplementary Fig. 3 and Table 4). In contrast, SP1 of Shared_SAGs included various types of transporters, including three Cu/Fe/Zn, two ion, one phosphate, one folate, and one nucleotide, with no significant enrichment of particular types of transporters, suggesting that the supply of molecules through these transporters is common to FL and SL.

**Figure 4:**
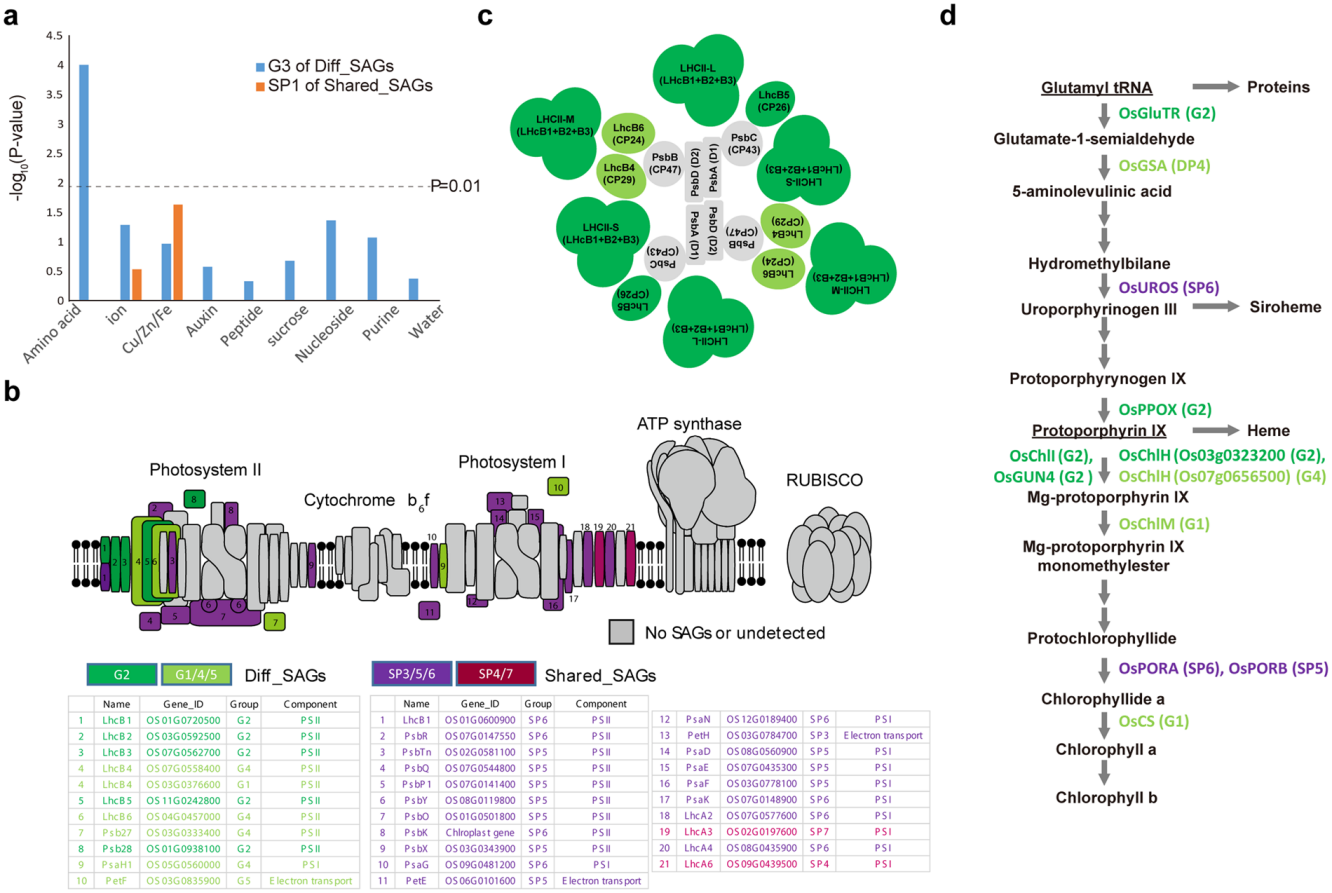
Distinct associations of shared and differential SAGs with transport, photosynthesis, and Chl biosynthesis. (**a**) Transporters included in G3 and SP1. The line represents the significance cutoff (P-value) for each type of transporter that was enriched by Diff_SAGs in G3 and Shared_SAGs in SP1. (**b**) Distributions of Diff_SAGs in G2 and Shared_SAGs in SP3 and SP5-6 across photosynthetic machinery (PS I and II, cytochrome b_6_f, ATP synthase, and RuBisCO complexes) on thylakoid membrane^96^; Diff_SAGs and Shared_SAGs are denoted in green and purple, respectively. Diff_SAGs in G1 and G4-5 and Shared_SAGs in SP4 and SP7 are denoted as light green and dark purple components, respectively. Gray components represent non-SAGs and show no significant expression changes during grain-filling. The table summarizes components with gene symbols, descriptions, and complexes to which they belong. (**c**) Top view of Diff_SAGs in PS II. The color scheme is used as in (**b**). (**d**) Metabolic pathway for Chl biosynthesis. Metabolites (e.g., Glutamyl tRNA) are denoted as nodes in the pathway, and enzymes for metabolic reactions, such as GluTR for glutamyl tRNA → glutamate-1-semaldehyde, in the pathway are denoted near the reaction arrows. Double arrows indicate omission of intermediate reactions. Patterns with corresponding enzymes are denoted in parenthesis. The color scheme for enzyme labels is used as in (**b**).

To confirm associations of Shared_SAGs and Diff_SAGs with photosynthesis, we mapped the genes in SP3 and SP5-6 of Shared_SAGs and in G2 of Diff_SAGs into the photosynthesis complexes: photosystem I (PS I), photosystem II (PS II), cytochrome b_6_f, ATPase, and RuBisCO (Fig. 4b). Among these, PS I and II were prominently enriched with the Shared_SAGs and/or Diff_SAGs. PS I was predominantly enriched with Shared_SAGs (8 SP5-6 SAGs), whereas PS II was enriched with both Shared_SAGs (9 SP5-6 SAGs) and Diff_SAGs (5 G2 SAGs). 

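The paper's figure of the photosynthetic complexes prints identifiers for 33 genes, which include OsPetE, OsPetH, and OsPetF of electron transport and 2 OsChlH genes besides the photosystem genes. Of these, the 20 assigned to Shared_SAGs were Shared_SAGs here, 12 of those assigned to Diff_SAGs were Diff_SAGs, and the remaining gene, OsLhcB3, was in neither group. The chloroplast gene OsPsbK, found by its symbol, was also a Shared_SAG. With the replicate number as a block, all 33 genes with identifiers fell in the paper's group. The alternative that moved this number most was the Bonferroni correction over genes, with which 15 of the 33 genes were in the paper's group. The 8 PS I genes of SP5 and SP6 had differences between the leaves at 4 DAH of -0.10 to 0.23, and none had an adjusted p below 0.05 in limma. From 12 to 36 DAH, the average differences of these genes were 0.03 to 0.33, of which 3 had an adjusted p below 0.05. The 9 PS II genes of SP5 and SP6 had differences of -0.40 to 0.36 at 4 DAH, again without an adjusted p below 0.05. From 12 to 36 DAH, their average differences were -0.36 to 0.39, and that of OsPsbR at -0.36 had an adjusted p below 0.05 (SE 0.11, adjusted p = 0.00911 in limma; with the block, 0.000849). The block brought the adjusted p below 0.05 in limma for OsPsbO at 0.19 (0.0517 without the block and 0.0427 with it) and OsPsbX at 0.39 (0.0576 and 0.0459).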

The five G2 Diff_SAG in PS II comprised the mobile light harvesting components (*OsLhcB1-3*)^41^, the adaptor component (*OsLhcB5*), and the assembly/repair component (*OsPsb28*)^42^ (Fig. 4b,c). In contrast, the nine SP5-6 Shared_SAG in PS II comprised lumen-exposed Psb components of oxygen-evolving complexes (*OsPsbO*/*P*/*Q*/*R*), which are conserved or specifically present in higher plants^43^ (Fig. 4b). However, no expression changes in the core components of PS II (*OsPsbB*/*D1*/*D2*) were observed during grain-filling (Fig. 4c). 

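At 4 DAH, OsLhcB1 had 399 ± 109 CPM (SD, 3 replicates) in FL and 80.0 ± 17.8 CPM in SL, a difference of 2.08 (SE 0.26, adjusted p = 2.87e-06 in limma; with the replicate block, SE 0.30, adjusted p = 0.000213). OsPsb28 differed at 4 DAH by 0.95 (SE 0.21, adjusted p = 0.0027; with the block, SE 0.17, adjusted p = 0.00122), and its mean change from 4 DAH was -0.56 in FL (adjusted p = 0.00588) and 0.05 in SL (adjusted p = 0.831). Without replicate 1, its difference of 0.85 had an adjusted p of 0.105. The differences at 4 DAH were 0.40 in OsLhcB2 (SE 0.28, adjusted p = 0.406; with the block, 0.242), 0.37 in OsLhcB3 (SE 0.30, adjusted p = 0.483; with the block, 0.314), and 0.27 in OsLhcB5 (SE 0.25, adjusted p = 0.558; with the block, 0.397). Averaged from 12 to 36 DAH, the differences of these 3 genes were 0.69 (SE 0.14, adjusted p = 0.00022; with the block, 6.59e-05), 0.56 (SE 0.15, adjusted p = 0.00294; with the block, 0.0007), and 0.57 (SE 0.12, adjusted p = 0.00044; with the block, 0.000124). A fit to only the 6 libraries of 4 DAH gave an adjusted p of 0.0151 for OsLhcB2 and 0.00984 for OsLhcB3. Expression of OsLhcB1, OsLhcB2, OsLhcB3, and OsLhcB5 at 36 DAH lay above the mean of 28 and 44 DAH in both leaves, for example by 1.87 in FL and 1.97 in SL for OsLhcB1.

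**Figure D2:**
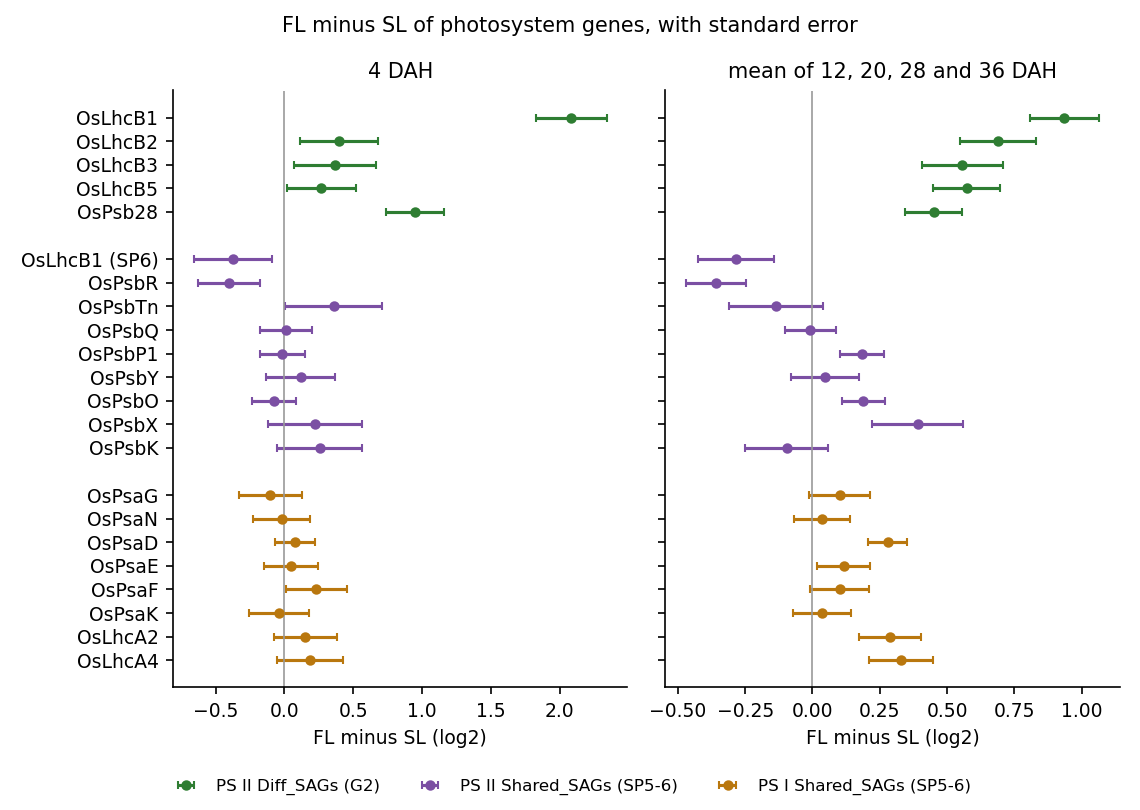
Differences in log2 expression between FL and SL (FL minus SL) of photosystem genes, 1 gene per line, at 4 DAH (left) and averaged over 12, 20, 28, and 36 DAH (right), with error bars of the SE from limma and colors for the PS II genes of G2 and the PS II and PS I genes of SP5 and SP6. OsLhcB1 had the difference of 2.08 at 4 DAH, whereas the 17 genes of SP5 and SP6 lay between -0.40 and 0.36 at that time point.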

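The mean log2 changes from 4 DAH, taken over both leaves, were -0.95 in OsPsbO (SE 0.09, adjusted p = 1.67e-10 in limma), -0.97 in OsPsbP1 (SE 0.09, adjusted p = 2.06e-10), -1.70 in OsPsbQ (SE 0.10, adjusted p = 2.78e-14), and -0.91 in OsPsbR (SE 0.12, adjusted p = 1.89e-07). OsPsbQ at 36 DAH lay above the mean of 28 and 44 DAH by 1.45 in FL and 1.61 in SL. The differences between the leaves at 4 DAH were -0.08 in OsPsbO, -0.02 in OsPsbP1, 0.01 in OsPsbQ, and -0.40 in OsPsbR.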

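OsPsbB and the genes of D1 and D2 lie on the chloroplast genome, and none of them was a SAG in either leaf under the main criteria or the 16 alternatives set in advance. Their mean log2 changes from 4 DAH over both leaves were 0.51 in OsPsbB (SE 0.37, adjusted p = 0.234), -0.21 in D1 (SE 0.33, adjusted p = 0.611), and 0.03 in D2 (SE 0.30, adjusted p = 0.935) in limma. The change of D2 was -0.08 without replicate 3 and -0.07 when edgeR was applied to the recovered reads. Transcripts of chloroplast genes varied between replicates of the same leaf and time point, and those of D1 in SL at 4 DAH ranged from 255 to 1713 CPM.

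**Figure D3:**
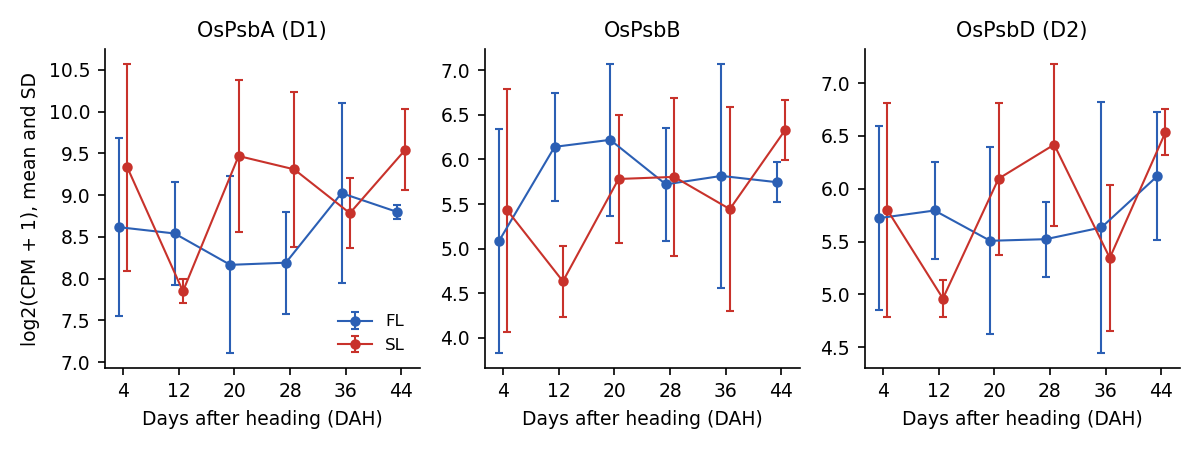
Mean log2(CPM + 1) of the core PS II genes for D1, PsbB, and D2 in FL and SL against DAH, with error bars of the SD of 3 replicates. The means of none of the 3 genes rose or fell steadily in either leaf, and the mean change of D1 was -0.21.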

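In limma, the change over time of none of the 17 photosystem genes of SP5 and SP6 differed between FL and SL with an adjusted p below 0.05. Of the 5 G2 genes in PS II, it differed in OsLhcB1 (adjusted p = 0.000997). The adjusted p was 0.563 in OsLhcB2, 0.519 in OsLhcB3, 0.646 in OsLhcB5, and 0.136 in OsPsb28. No fit of this test used the replicate block, so differences that only the block would bring below 0.05 are not excluded.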

Collectively, these data suggest that PS I activity and PS II oxygen-evolving activity showed shared down-regulation patterns in FL and SL, whereas PS II light harvesting and assembly/repair activities showed differential down-regulation patterns in FL and SL.

Finally, we mapped G2 (Diff_SAGs) and SP5-6 (Shared_SAGs) into the Chl biosynthetic pathway (Fig. 4d). Five enzymes in the pathway, glutamyl-tRNA reductase (*OsGluTR*), protoporphyrinogen oxidase (*OsPPOX*), two subunits of magnesium-chelatase (*OsChlH*/*I*)^44^, and a proteinaceous cofactor genome-uncoupled 4 (*OsGUN4*)^45^, showed differential down-regulation patterns in FL and SL. These enzymes are key to the direction of metabolic flux into Chl biosynthesis at branching points in the metabolic pathway (Fig. 4d). In contrast, uroporphyrinogen III synthase (*OsUROS*) and protochlorophyllide reductases A and B (*OsPORA* and *OsPORB*), which catalyze several intermediate reactions in the pathway, showed shared down-regulation patterns in FL and SL. 

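At 4 DAH, FL exceeded SL in OsPPOX by 0.88 (SE 0.17, adjusted p = 0.000799 in limma; with the replicate block, 0.000272) and in OsChlI by 0.89 (SE 0.14, adjusted p = 6.78e-05; with the block, 0.000295). The mean log2 change from 4 DAH was -1.22 in FL and -0.67 in SL for OsChlI, and 0.55 in FL (SE 0.13, adjusted p = 0.00119) and 1.23 in SL (SE 0.13, adjusted p = 1.11e-08) for OsPPOX. OsPPOX at 36 DAH lay below the mean of 28 and 44 DAH by a log2 value of -0.99 in FL and -1.57 in SL. OsPPOX and OsChlI were identified by synonyms in a reference gene table, so a mismatch with the paper's genes was not ruled out. OsGUN4, for which the paper prints no identifier, was not analysed here.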

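OsUROS (a SAG only in FL), OsPORA, and OsPORB were Shared_SAGs here. Their mean log2 changes from 4 DAH in limma were -0.79 (SE 0.09, adjusted p = 5.63e-08) in FL and -0.33 (SE 0.09, adjusted p = 0.00416) in SL for OsUROS, and -1.44 (SE 0.14, adjusted p = 6.93e-10) and -1.58 (SE 0.14, adjusted p = 1.02e-10) for OsPORA. For OsPORB, the changes were -2.22 (SE 0.19, adjusted p = 9.01e-11) in FL and -1.73 (SE 0.19, adjusted p = 1.01e-08) in SL, with a change at 36 DAH of only -0.32 in FL and -0.12 in SL. The difference between the leaves at 4 DAH was 0.42 in OsUROS (SE 0.12, adjusted p = 0.0173), -0.43 in OsPORA (SE 0.17, adjusted p = 0.108), and 0.36 in OsPORB (SE 0.24, adjusted p = 0.372).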

Collectively, these data suggest that Chl biosynthetic pathway activities showed largely differential down-regulation patterns in FL and SL, resulting in higher Chl levels in FL (Fig. 1b,c). However, the three intermediate enzymes in the pathway showed shared down-regulation patterns in FL and SL, likely contributing to the coordination of Chl biosynthesis in FL and SL.

### Effects of panicle removal on differential expression patterns of Diff_SAGs in FL and SL

Grains serve as the major sink for nutrient remobilization from leaves, suggesting that grains may affect senescence of leaves during grain-filling. In agreement, Choudhuri *et al*.^28, 30^ previously showed that panicle removal changes senescence patterns of FL and SL from non-sequential to sequential. Thus, we investigated the relative effects of grain-filling on senescence of FL and SL in panicle removal experiments and measured temporal expression patterns of the following representative genes (Panicle Removal in Fig. 5a,b and d,e) for Bases 1–4 (G1–4 of Diff_SAGs; Fig. 3c): (1) ferulate 5-hydroxylase (*OsF5H*), phenylalanine ammonia-lyase (*OsPAL*), and flavonoid 3′-monooxygenase (*OsF3*′*H*) for phenylpropanoid biosynthesis (Basis 1 for G1); (2) light harvesting complex Chl a/b binding protein (*OsLhcB1*), glutamyl-tRNA reductase (*OsGluTR*), and magnesium-chelatase subunit H (*OsChlH*) for photosynthesis and Chl biosynthesis (Basis 2 for G2); (3) UMAMIT19 homolog (*OsUMAMIT19*), *OsATL9*, and *OsCAT4* for AA transport (Basis 3 for G3); and (4) *OsERF75*, *OsERF77*, and *OsERF96* for hormone responses (Basis 4 for G4). In addition to panicle removal experiments, we confirmed differential expression patterns of these representative Diff_SAGs in mRNA sequencing experiments (mRNA-seq panels in Supplementary Fig. 4a–d) using qRT-PCR analyses of independent cohorts of FL and SL grown under different field and environmental conditions (Control panels in Fig. 5a,b and d,e or Supplementary Fig. 4a–d).

**Figure 5:**
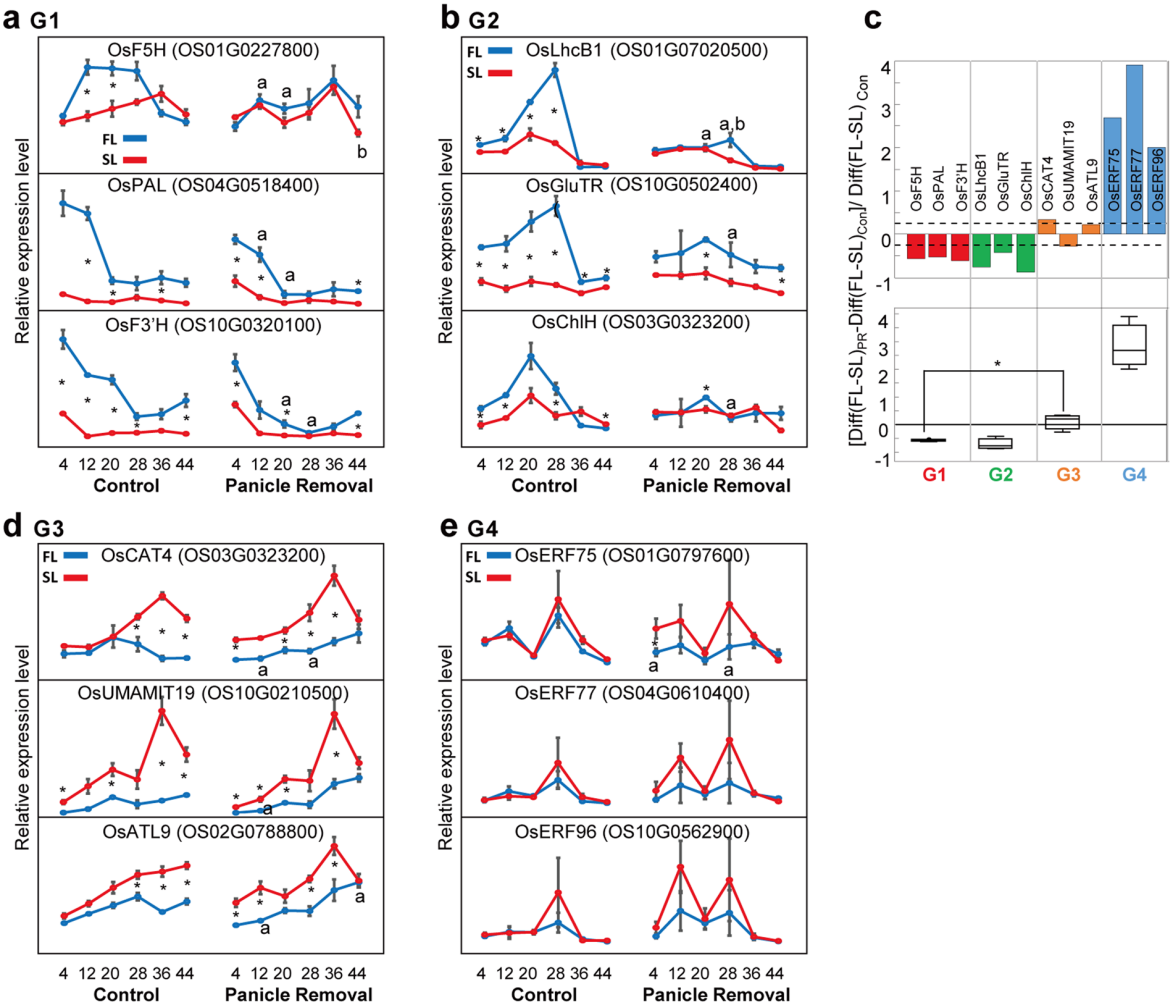
Effects of panicle removal on expression patterns of Diff_SAGs between FL and SL. (**a**,**b**,**d**,**e**) qRT-PCR analyses of independent samples (n = 3) performed for the denoted representative genes of G1-4 with and without panicle removal (“Panicle Removal” and “Control” panels, respectively). Expression levels of representative genes were normalized to those of actin at corresponding time points. Blue and red lines represent temporal expression profiles of genes in FL and SL, respectively. Data are presented as means ± SEM from three biological replicates. (**c**) Relative changes of integrated differences in temporal expression profiles of representative genes between FL and SL with and without panicle removal (top panel); [Diff(FL-SL)_PR_ − Diff(FL-SL)_Con_]/Diff(FL-SL)_Con_. Integrated differences with [Diff(FL-SL)_PR_] or without panicle removal [Diff(FL-SL)_Con_] were computed by integrating differences in expression levels at each time point using trapezoidal integration. Boxplots of relative changes in integrated differences for genes in each group are shown (bottom panel); *P < 0.05, two-tailed t-tests of denoted comparisons.

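In the mRNA-sequencing data, OsF5H, OsPAL, and OsF3'H, the representative genes of phenylpropanoid biosynthesis, had average differences from 12 to 36 DAH of 0.61 (SE 0.07, adjusted p = 5.46e-08 in limma; with the replicate block, 6.90e-06), 2.00 (SE 0.21, adjusted p = 1.01e-08; with the block, 1.25e-08), and 2.25 (SE 0.17, adjusted p = 4.11e-11; with the block, 7.98e-09). Their mean log2 changes from 4 DAH were 0.81 in FL and 0.82 in SL for OsF5H, 1.53 in FL and -0.20 in SL (adjusted p = 0.625) for OsPAL, and 1.69 in FL and 0.47 in SL (adjusted p = 0.14) for OsF3'H. At 4 DAH, OsChlH differed by 0.61 (SE 0.16, adjusted p = 0.00816; with the block, 0.00644) and OsGluTR by 0.66 (SE 0.16, adjusted p = 0.00405; with the block, 0.00559). Their mean changes were -1.03 in FL and -0.72 in SL for OsChlH and -1.28 in FL and -1.27 in SL for OsGluTR. Without replicate 1, the differences of OsChlH and OsGluTR at 4 DAH were 0.64 (adjusted p = 0.134) and 0.61 (adjusted p = 0.103), and without replicate 2 that of OsGluTR was 0.67 (adjusted p = 0.0950). The average difference of OsLhcB1 from 12 to 36 DAH was 0.94 (SE 0.13, adjusted p = 1.18e-06; with the block, 8.09e-05).

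**Figure D4:**
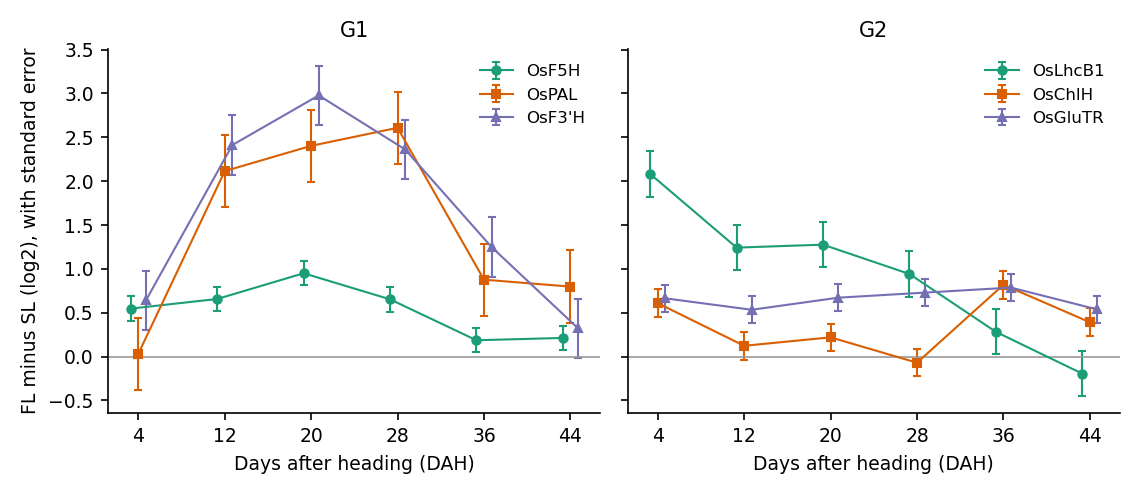
Differences in log2 expression between FL and SL (FL minus SL) in mRNA-sequencing for the representative genes of G1 and G2 against DAH, with error bars of the SE from limma. The G1 genes OsPAL and OsF3'H had their largest differences, 2.61 and 2.98, at 28 and 20 DAH.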

The six representative genes for Bases 1 and 2 (G1 and 2 in Fig. 5a,b, respectively) were more highly expressed in FL than in SL, consistent to the observations from mRNA-sequencing (G1-2 in Supplementary Fig. 4a,b, respectively), thus supporting up-regulation of phenylpropanoid biosynthesis (Basis 1) and photosynthesis (Basis 2) in FL, compared with that in SL. Panicle removal reduced the differences in expression levels of all the six genes in FL and SL (Fig. 5c), mainly by decreasing expression levels in FL (Fig. 5a,b). 

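For the genes of AA transport, the mRNA-sequencing data gave average differences from 12 to 36 DAH of -1.14 in OsUMAMIT19 (SE 0.09, adjusted p = 1.18e-10 in limma; with the replicate block, 2.60e-09) and -0.35 in OsATL9 (SE 0.06, adjusted p = 2.99e-05; with the block, 0.000271). OsCAT4 was not analysed here. For the genes of hormone responses, the differences at 4 DAH were -1.23 in OsERF75 (SE 0.25, adjusted p = 0.00103; with the block, 0.000266), -1.84 in OsERF77 (SE 0.34, adjusted p = 0.000471; with the block, 0.000222), and -2.32 in OsERF96 (SE 0.49, adjusted p = 0.00147; with the block, 0.000341). From 12 to 36 DAH, the average differences of these 3 genes were -0.32 (adjusted p = 0.0327), 0.43 (adjusted p = 0.0372), and 0.08 (adjusted p = 0.794). Their mean log2 changes from 4 DAH were -0.23 in FL (adjusted p = 0.329) and -1.20 in SL for OsERF75, -0.33 in FL (adjusted p = 0.315) and -2.53 in SL for OsERF77, and -0.89 in FL (adjusted p = 0.0513) and -3.23 in SL for OsERF96. Without replicate 1, the differences at 4 DAH of OsERF77 and OsERF96 were -1.56 (adjusted p = 0.0708) and -2.11 (adjusted p = 0.0964).

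**Figure D5:**
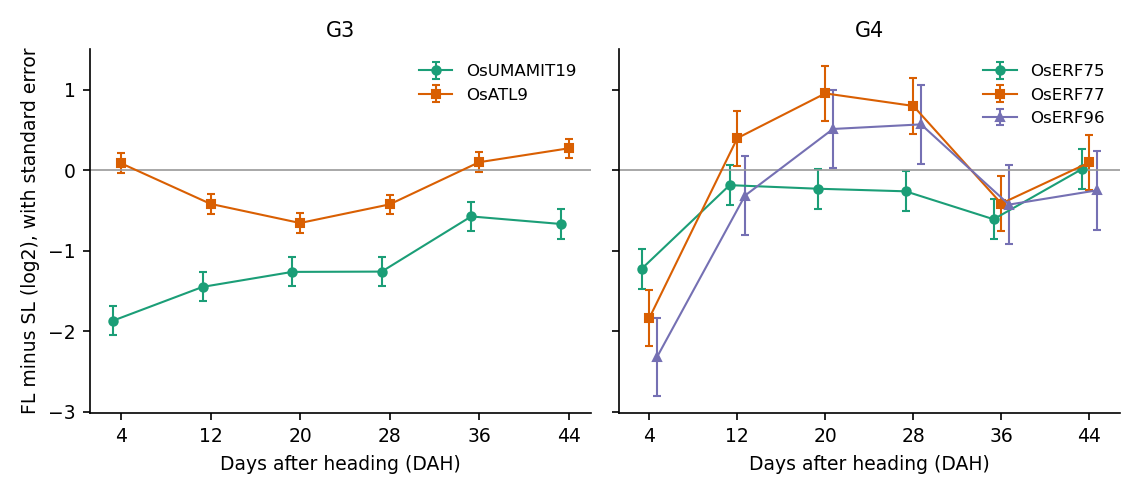
Differences in log2 expression between FL and SL (FL minus SL) in mRNA-sequencing for the representative genes of G3 and G4 against DAH, with error bars of the SE from limma. The ERF genes had their lowest differences at 4 DAH, down to -2.32 in OsERF96, and OsUMAMIT19 stayed below 0 at all time points.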

Next, the six representative genes for Bases 3 and 4 (G3 and 4 in Fig. 5d,e, respectively) showed higher expression in SL than in FL, consistent to the observations from mRNA-sequencing (G3 and 4 in Supplementary Fig. 4c,d, respectively), thus supporting up-regulation of AA transport (Basis 3) and hormone responses (Basis 4) in SL, compared to that in FL. In contrast with Bases 1 and 2, the three representative genes for Basis 4 (G4 in Fig. 5e) tended to have increased expression differences in FL and SL following panicle removal (Fig. 5c), particularly at the early stages of grain-filling. However, panicle removal only had residual effects on differential expression of the three representative genes for Basis 3 (G3 in Fig. 5d) in FL and SL (Fig. 5c).

The qRT-PCR analyses show that relative expression levels of representative genes for Bases 1–4 in FL and SL are consistent with data from mRNA-sequencing analyses in cohorts grown under different conditions (Supplementary Fig. 4a–d). However, the kinetic patterns of up- or down-regulation of representative genes for Bases 1, 2, and 4 during grain-filling in mRNA-sequencing data were different from those in qRT-PCR data (Supplementary Fig. 4e). In contrast, mRNA sequencing and qRT-PCR analyses of differential expression patterns of the three representative genes for Basis 3 were significantly correlated (Supplementary Fig. 4e). Taken with panicle removal experiments, these data suggest that differential senescence-associated expression patterns for Basis 3 [AA transport (G3)] are invariant between cohorts, even after panicle removal, whereas the differential expression patterns for Bases 1, 2, and 4 [phenylpropanoid biosynthesis (G1), photosynthesis (G2), and hormone responses (G4)] differ significantly between cohorts and following panicle removal.

### Association of long-distance AATs with differential decreases of N contents between FL and SL

The above data suggest that Basis 3 (AA transport) may act as an invariant core differential senescence program between FL and SL, which should be robustly achieved under environmental variations during the grain-filling period. In contrast, the other bases likely serve as variable differential senescence programs between FL and SL. N is an essential nutrient for plant growth and seed development, and stable N supply to grains provides N for germination and seedling growth. Accordingly, N supply during the grain-filling period can be predominantly achieved by AA transport from leaves to grains.

Thus, we compared the relevance of AATs to differential senescence programs in FL and SL and identified those that are associated with lower total N contents in SL than in FL (Fig. 1c). We first examined differential expression patterns of all AATs with senescence-associated expression changes in FL and SL. Among 85 AATs in the rice genome^46^, 62 were expressed in FL or SL during grain-filling (Fig. 6a), and of these, 26 were identified as SAGs of AAAP (17 AATs) and APC (9 AATs) AAT families. Finally, 16 were identified as Diff_SAGs (3, 8, and 5 in G1, G3, and G5, respectively) and 10 were identified as Shared_SAGs (4, 3, 2, and 1 in SP2, SP3, SP6, and SP7, respectively; Supplementary Table 5). Compared with the 10 AAT Shared_SAGs, the 16 AAT Diff_SAGs are likely more relevant to lower total N contents in SL than in FL (Fig. 1c). Thus, we examined subfamilies of the 16 AAT Diff_SAGs, because different AAT subfamilies transport different types of amino acids or other related metabolites. The 16 AAT Diff_SAGs belonged to the following subfamilies (Fig. 6b): AAP (4 AATs in G3), ProT (2 in G5), GAT (1 in G1), ATLa (1 in G5), ATLb (1 in G1 and 1 in G3), ACT (1 in G1 and 1 in G3), CAT (1 in G3 and 1 in G5), and PHS (1 in G3 and 1 in G5). Members of the AAP subfamily were previously identified as major AATs in long-distance transport of AAs with broad substrate specificity^37, 47^. Moreover, ACT and CAT subfamilies were predicted to be involved in the long-distance transport of AAs^37, 48, 49^. In contrast, ProT, GAT, and PHS subfamilies transport the small substrates proline/glycine/betaine/GABA, GABA, and polyamines, respectively^50–52^, whereas the transport substrates of ATLa/b remain unknown. Among 16 AAT Diff_SAGs, 8 AATs belonged to the three subfamilies of long-distance AA transporters, including 4 AAPs, 2 ACT, and 2 CAT, suggesting relevance to N supply from leaves to grains. Finally, 8 AATs were found in G1 (1 AAT), G3 (6 AATs), and G5 (1 AAT). G1 showed higher expression in FL than in SL, G5 showed down-regulation during grain-filling in SL, and G3 showed up-regulation during grain-filling. These data indicate increased AA transporting activities in SL, suggesting greater relevance to lower total N content in SL than in FL (Fig. 1c). Thus, of the eight long-distance AAT Diff_SAGs, the six AATs in G3 (4 AAPs, 1 ACT, and 1 CAT) can be more relevant to differential senescence programs between FL and SL.

**Figure 6:**
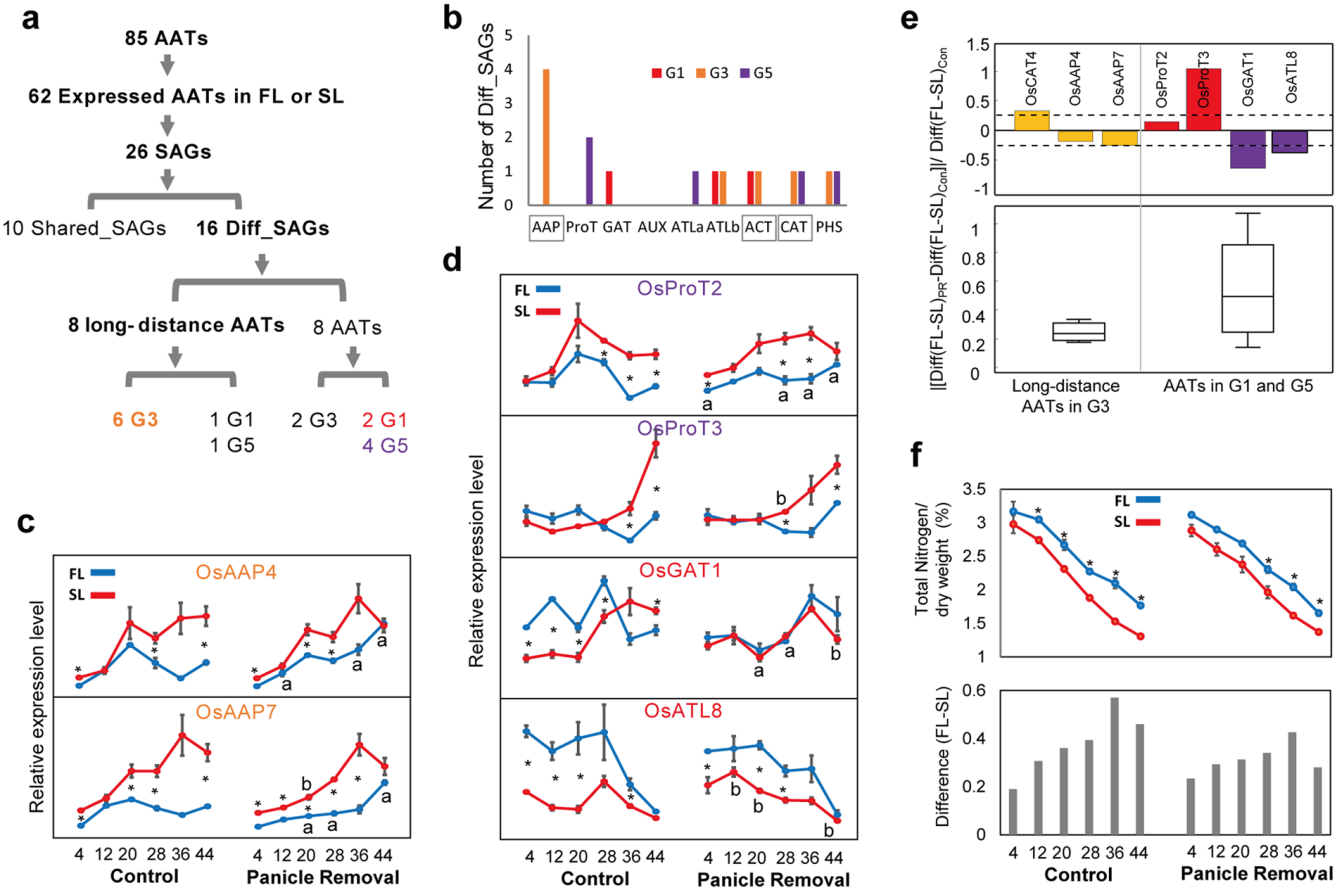
Long-distance AATs and differential N contents between FL and SL. (**a**) Selection procedures for long-distance AAT Diff_SAGs that reflect differential N content profiles between FL and SL (Fig. 1d). (**b**) Numbers of AAT Diff_SAGs (G1, G3, and G5) of individual AAT subfamilies (see also Supplementary Table 5). (**c**,**d**) qRT-PCR analyses of independent samples (n = 3) performed for denoted AAT genes with and without panicle removal (“Panicle Removal” and “Control” panels, respectively). Expression levels of AAT genes were normalized to those of actin at corresponding time points. Blue and red lines represent temporal expression profiles of genes in FL and SL, respectively. Data are presented as means ± SEM from three biological replicates. (**e**) Relative changes of integrated differences in temporal expression profiles of AAT genes between FL and SL with and without panicle removal (top panel); [Diff(FL-SL)_PR_ − Diff(FL-SL)_Con_]/Diff(FL-SL)_Con_. Integrated differences with [Diff(FL-SL)_PR_] or without panicle removal [Diff(FL-SL)_Con_] were computed by integrating differences in expression levels at each time point using trapezoidal integration. Boxplots for the absolute relative changes of integrated differences for the two groups of genes (three long-distance AAT genes and negative controls) are shown in the bottom panel. (**f**) Differential total N content profiles (g/dry weight %) during grain filling with and without panicle removal (“Panicle Removal” and “Control” panels, respectively; top panel). Blue and red lines represent temporal N content profiles in FL and SL, respectively. Differences in N contents between FL and SL are shown for each time point (bottom panel). *P < 0.05, two-tailed t-tests of denoted comparisons.

Of the six long-distance AATs in G3, *OsCAT4* was invariant in its differential expression between FL and SL during grain-filling after panicle removal (Fig. 5d). Thus, we examined whether the other five long-distance AATs (*OsAAP4*/*5*/*7*/*8* and *OsBAT4*) were also invariant after panicle removal. We measured expression levels of these genes with and without panicle removal at the six time points during grain-filling. *OsAAP5*/*8* and *OsBAT4* were excluded from this analysis because expression levels of *OsAAP8* were too low for reliable measurement and in contrast with mRNA-sequencing data, *OsAAP5* and *OsBAT4* failed to show differential expression patterns between FL and SL in independent cohorts (Supplementary Fig. 5a). Thus, we examined panicle removal-invariant differential expression of the remaining two long-distance AATs *OsAAP4* and *OsAAP7* between FL and SL. These genes were more highly expressed in SL than in FL (Fig. 6c), as indicated by mRNA-sequencing analyses (Supplementary Fig. 5b), suggesting up-regulation of long-distance AA transport in SL. Furthermore, as observed in expression analyses of *OsCAT4*, panicle removal had only residual effects on the differences in expression levels of *OsAAP4* and *OsAAP7* between FL and SL (Fig. 6c and e). Subsequently, we measured expression levels of four AATs (*OsGAT1* and *OsATL8* in G1 and *OsProT2* and *OsProT3* in G5) that belonged to neither G3 nor the three long-distance AAT subfamilies (two of colored G1 and two of colored G5 AATs in Fig. 6a). Expression differences of *OsGAT1* and *OsATL8* between FL and SL were decreased by panicle removal (Fig. 6e, top panel), whereas those of *OsProT3* were increased (Fig. 6e, top panel). Thus, compared with these AATs, expression levels of the three long-distance AATs (*OsCAT4* and *OsAAP4*/*7*) in G3 were altered to a smaller degree in the differential expression patterns between FL and SL (Fig. 6e, bottom panel). Collectively, these data suggest that long-distance AATs are invariant in their differential expression patterns between FL and SL after panicle removal.

Long-distance AATs contribute to differences in N contents between FL and SL (Fig. 1d). Thus, we determined whether the differential N contents between FL and SL during grain-filling were also invariant regardless of the presence of the panicle. To this end, we compared differential N content profiles between FL and SL during grain-filling in independent cohorts with and without panicle removal. These comparisons showed that the differences in N contents between FL and SL during grain-filling were not significantly altered with and without panicle removal (Fig. 6f).

## Discussion

Leaf senescence significantly affects yield and quality of grains^4–7^. Previously, FL and SL in rice have been shown to have shared decreases in photosynthesis but different decreasing rates of Chl levels during grain-filling^28, 30, 31^. However, the molecular bases underlying shared and differential aging patterns have rarely been explored. In this study, we performed time-dependent transcriptome analysis of FL and SL during grain-filling and identified 6365 SAGs with aging-dependent expression changes in FL and/or SL. Subsequently, we categorized these into 3047 Shared_SAGs and 3058 Diff_SAGs according to temporal expression patterns in FL and SL. Shared_SAGs were mainly associated with DNA repair, epigenetic gene silencing (DNA methylation and siRNA generation), and stress responses, whereas Diff_SAGs were mainly associated with phenylpropanoid biosynthesis (Basis 1), PS II-based photosynthetic and Chl biosynthetic processes (Basis 2), transport of AAs (Basis 3), and senescence-associated hormone responses (Basis 4). These data indicated that Shared_SAGs and Diff_SAGs mediate shared and differential molecular aging patterns between FL and SL during grain-filling.

Leaf senescence increases N remobilization and decreases C assimilation. Because leaves are the major source of N and C for grains, it would be difficult to satisfy the needs of N and C simultaneously in grains during leaf senescence, referred to as the “dilemma of senescence”^53, 54^. According to our analyses of Bases 1–2 of the Diff_SAGs, FL showed higher expression levels of genes involved in photosynthesis (G2 in Fig. 3; light harvesting components, their adaptor molecules, and damage repair molecules of PS II in Fig. 4b) and in protection from ROS-generating environmental stresses (G1 in Fig. 3; flavonoid, phenylpropanoid, lignin synthesis-related genes)^38–40^. These data suggest higher capacities of light collection and recovery in PS II during photosynthesis and thus higher C assimilation in FL than in SL, as shown previously^30, 31, 55^. However, compared with FL, SL showed higher levels of genes involved in AA transport (G3 in Fig. 3; AATs in Fig. 4a) and had lower total N contents (Fig. 1d), suggesting higher N remobilization than in FL. This functional segregation of C assimilation and N remobilization to FL and SL, respectively, during grain-filling provides C and N to seeds and overcomes the dilemma of senescence. Although the dilemma of senescence was initially addressed in examinations of single leaves during the grain-filling period^53, 54^, our findings suggest that these issues may be resolved by examining multiple leaves simultaneously.

Chl and N levels decreased continuously during grain-filling, but expression levels of their associated genes, *OsSGR1*, *OsPPH1*, *OsRCCR1*, *OsNAP*, and *OsAAP5*, peaked prior to the end of grain-filling (Fig. 1c and e). In this study, we measured temporal expression patterns of these genes because previous studies have reported the association of these genes with Chl degradation (*OsSGR1* ^25, 26^, *OsPPH1* ^22^, and *OsRCCR1* ^24^) or N remobilization (*OsNAP* ^8^ and *OsAAP5* ^37^) during grain-filling. In contrast with previous studies that report expression levels of these genes up to 28 DAH^8^, we continued to measure their expression levels up to 44 DAH and showed peaks in temporal expression patterns at 28 DAH. In agreement with our data, the RiceXPro^56^ database includes the time-course gene expression profiles up to 35 DAH and shows that *OsSGR1*, *OsPPH1*, *OsRCCR1*, and *OsNAP* expression levels peak at 28 DAH (Supplementary Fig. 6). However, the mechanisms behind these peaks remain unclear, and potentially reflect unknown factors that prevent excessive decreases of Chl degradation and N remobilization at the late phase of grain filling.

In this study, we proposed four molecular bases (Bases 1–4) based on the GOBPs represented by the Diff_SAGs in G1–4 identified using the following criteria (Criteria 1): log_2_-fold-changes ≥0.58 and P < 0.05 from t-test at one or more of the six time points. However, the GOBPs for G1–4 (Bases 1–4) can vary depending on the cutoffs used to identify the Diff_SAGs. Thus, we applied the following four additional stringent criteria to identify Diff_SAGs: Criteria 2–3) log_2_-fold-changes ≥0.58 and P < 0.05 from t-test in at least two (Criteria 2) or three (Criteria 3) of the six time points; and Criteria 4–5) log_2_-fold-changes ≥1 and P < 0.05 in at least one (Criteria 4) or two (Criteria 5) of the six time points. 

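The 2926 Diff_SAGs identified here passed both thresholds at 1 or more time points (Criteria 1). Requiring at least 2 time points (Criteria 2) left 1572 genes, and requiring at least 3 (Criteria 3) left 832. With a minimum log2 difference of 1, 923 genes passed at 1 or more time points (Criteria 4) and 464 at 2 or more (Criteria 5). With the replicate number as a block, Criteria 2 to 5 gave 1199, 542, 864, and 370 genes. The largest numbers obtained when FL and SL were exchanged within random same-numbered pairs were 1019, 222, 760, and 283.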

Using Criteria 1–5, 3058, 1934, 1185, 960, and 518 Diff_SAGs were identified, respectively (Supplementary Fig. 7a), suggesting that log_2_-fold-changes are a more stringent cutoff for selection of Diff_SAGs than numbers of time points with expression differences between FL and SL. To examine the effects of these stringent cutoffs on the GOBPs represented by Diff_SAGs, GOBP enrichment analyses were performed for the Diff_SAGs identified using Criteria 2–5. The results showed that the GOBPs for G1–4 were still significantly (P < 0.05) represented by the Diff_SAGs identified using Criteria 1–4. In contrast, the GOBP (defense response) for G5 was not significantly represented by the Diff_SAGs identified using Criteria 2–5 while the GOBP (photosynthesis) for G2 was not significantly represented by the Diff_SAGs identified using the most stringent criteria (Criteria 5). These data suggest that defense responses for G5 are sensitive to differing cutoffs, but that the GOBPs for G1–4 are relatively robust. Moreover, the GOBPs for G1–4 can vary depending on the tool used to identify the Diff_SAGs. Thus, we applied the timecourse Package developed by Tei and Speed^57^ to our data and identified 2136 Diff_SAGs (P < 0.05; Methods). Among these, 969 (45.37%) overlapped with our Diff_SAGs, and 336, 180, 186, 248, and 132 belonged to G1-5, respectively. The GOBP enrichment analysis for these genes in G1-5 showed that the GOBPs for G1–4 were significantly represented by the corresponding Diff_SAGs (Supplementary Fig. 7b). Accordingly, we focused on the GOBPs for G1–4 (Bases 1–4), which are relatively robust against the criteria and the method used for identification of Diff_SAGs, and investigated differential expression patterns between FL and SL during grain-filling.

Diff_SAGs of Basis 3 representing AA transport showed invariant differential expression patterns between FL and SL after panicle removal (Fig. 5c,d) and between independent cohorts grown under different light and temperature conditions (Supplementary Fig. 4c,e). In contrast, Diff_SAGs of Bases 1, 2, and 4 showed variable differential expression patterns between FL and SL in independent cohorts and/or after panicle removal (Fig. 5). These three variable bases are consistent with findings from a number of previous studies. In particular, photosynthesis (Basis 2) is reportedly affected significantly by environmental factors, such as light, temperature, and states of nutrient sinks such as fruits and grains. Accordingly, (1) photosynthetic activity is inhibited under sub-optimal growth conditions involving non-optimal light or temperature^58–60^; and (2) photosynthetic activity is reduced when nutrient sinks are removed and the need for C assimilation decreases^61–65^. Similarly, the bases representing phenylpropanoid biosynthesis (Basis 1) and senescence-associated hormone responses (Basis 4) are reportedly sensitive to various environmental factors: (1) flavonoids can be induced by UV-B^66^; and (2) amounts of senescence-associated hormones, such as abscisic acid, ethylene, and jasmonic acid, can be varied in response to various types of stimuli^67^. Unlike the variable bases, however, no previous reports have shown that AA transport (Basis 3), particularly long-distance AA transport (Fig. 6), is invariant under different environmental conditions or in the absence of panicles (nutrient sinks).

Variable and invariant bases of differential expression patterns between FL and SL likely reflect frequently observed negative genetic relationships between grain yields and grain protein contents in crops, such as soybean, wheat, maize, and rice^68–71^. These negative relationships have been interpreted according to (1) competition between C and N for captured energy during grain development^72^ and (2) N dilution by C-based compounds^73^. Based on the present observations of variable and invariant bases, we suggest that the negative relationship between grain yield and protein content reflects differential sensitivity of photosynthesis (variable Basis 2) and AA transport (invariant Basis 3) to senescence-inducing stresses, such as drought, salinity, and diseases or pests^74^. Specifically, photosynthetic activity was sensitively down-regulated during stress-induced senescence, resulting in reduced grain yield. In contrast, AA transport activity was relatively stable, leading to stable protein contents in grains. Given the stable protein content, under stress conditions, photosynthetic activity can be further decreased, resulting in a yield relatively lower than can be explained by protein content in grains. Under non-stress conditions, however, photosynthetic activity can be less decreased, resulting in a yield relatively higher than indicated by protein contents.

Variable and invariant components are often observed in biological systems and in physical and chemical systems. These systems have a general structure wherein invariant components are located at the core and variable components are peripheral and interact with core components and external factors. For example, circadian clocks have the core clock components (LHY and TOC1), which are relatively stable under environmental variations. These core clock components constantly interact with variable components, including CCA1, ELFs, PRRs, GI, ZTL, and PIFs, at outer layers, which respond to changes in various environmental factors. Thus, the transcriptional programs for the regulation of differential aging in FL and SL likely form a similar structure to ensure the stability of core components, such as stable protein contents in grains through differential long-distance AA transport for N remobilization from SL, and to cope with environmental changes through variable bases (phenylpropanoid biosynthesis, photosynthesis, and hormone defense responses. These hypotheses are supported by observations that (1) photosynthesis and plant growth are down-regulated until favorable conditions are recovered, and (2) when the need for C in newly developing sinks increases, photosynthesis increases in source leaves. Furthermore, analyses of other systems indicate close interactions of the core basis (AA transport) with variable bases.

Finally, our findings can be useful in developing transgenic plants and farming practices (e.g., fertilizers) that optimize rice grain yields and protein contents under given conditions. Our results suggest that leaves ensure first the limiting N resource in grains through differential long-distance transport of AAs between FL and SL regardless of environmental conditions. Moreover, invariant supplies of AAs to grains likely maintain minimal plant growth when photosynthesis is severely blocked, because AAs can be used as the C source. For example, glutamate dehydrogenase produces the TCA cycle intermediate 2-oxoglutarate from glutamate^75–78^. Hence, invariant supplies of AAs can also facilitate seed germination even in N limiting soil. Taken together, these data suggest that the stable supply of AAs to grains is of high priority and is met by differential aging regulation between FL and SL. Concomitantly, variable bases accommodate environmental variations. Therefore, transgenic rice or farming practices that enhance long-distance AA transport in SL can be developed to maximize the benefits of differential aging regulation between FL and SL.

## Methods

### Plant materials and sampling

Rice seedlings of the Asian rice cultivar Dongjin (*Oryza sativa L*. *ssp*. *Japonica*) for mRNA-sequencing were transplanted in a paddy field at Daegu, South Korea (approximately 35 °N) in early June in 2013. Seedlings for qRT-PCR analyses (control and panicle removal) were transplanted in a different field at the same time in 2014. In both years, heading dates were around August 20, and stems with similar heading dates were marked for sample preparation and physiological analyses. Samples were prepared between 7 and 8 AM at six time points (4, 12, 20, 28, 36, and 44 days after heading). Middle parts^16^ of nine independent leaves were obtained as a biological replicate and three replicates were sampled at the same time.

### Library construction and mRNA-sequencing

Rice leaf tissues were ground using a mortar and pestle, and total RNA was extracted from tissue samples of approximately 100 mg using RNeasy Plant Mini Kit (Qiagen). RNA integrity was confirmed using an Agilent Technologies 2100 BioAnalyzer (RNA integrity number >8.0). Poly(A) mRNA was then isolated from total RNA, and fragmentation reactions were performed using Illumina Truseq Stranded mRNA LT Sample Prep Kit with poly-T oligo-attached magnetic beads according to the manufacturer’s instructions. Reverse transcription of RNA fragments was performed using Superscript II reverse transcriptase (Life Technologies, Grand Island, USA). Adaptor-ligated libraries were generated for the resulting samples and were then sequenced using Illumina HiSeq 2500. Paired-end sequencing was performed to 101 bp from both ends for three independent replicates at each time point under individual conditions.

### Alignment and quantification of sequenced reads to the *Oryza sativa* genome

For the read sequences obtained from mRNA-sequencing, adapter trimming was performed using cutadapt software^79^ (version 1.2.1) with the adapter sequences (TruSeq Universal Adapter and indexed TruSeq^TM^ Adapters, provided by Illumina). Read alignment was performed using TopHat aligner^80^ (version 2; -r 100–library-type fr-firststrand–mate-std-dev 100–solexa-quals -p 24) with two mismatches and up to 10 multiple alignments allowed based on *Oryza sativa* reference genome (*Oryza sativa* IRGSP-1.0.22). We then assembled the aligned reads into transcripts based on gene features (GTF file of *Oryza sativa* IRGSP-1.0.22. gtf) and used Cufflinks^81^ (version 2.0.2;–library-type fr-firststrand -N–max-bundle-frags 1000000000 -F 0–min-frags-per-transfrag 1–max-bundle-length 5500000) to calculate the fragments per kilobase per million mapped reads (FPKM) values for the assembled transcripts. Quantitated transcripts whose FPKMs are larger than 1 in at least one time point were regarded as expressed transcripts as previously described^82^. For the statistical test and pattern analysis of the transcripts, we obtained the aligned read counts using HTSeq.^83^ (version 0.6.1) based on gene features and then performed a two-stage normalization as previously described^84, 85^. 

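In the deposited values, the TMM factors computed from the recovered reads ranged from 0.872 to 1.09, and the sum of the values per library from 918736 to 1146147. The quantile normalization moved the median log2 value of a library by -0.0923 to 0.0450. Without it, SAGs numbered 5488 in FL and 4581 in SL.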

Briefly, we first normalized the aligned read counts into count per million (CPM) using The trimmed mean of M-values (TMM) normalization method^86^ in edgeR package^87^ to remove the bias of RNA composition and the difference of library sizes across the samples and then performed the quantile normalization^88^ on log_2_(CPM + 1) to remove systematic variation in the CPM values across the samples. Note that one was added to CPM before taking the log to avoid negative infinity.

### Identification of SAGs

The normalized log_2_-CPM values were divided into time-course expression profiles of FL and SL. The time-course expression profiles of FL or SL were smoothed using the Savitzky-Golay method^89^ with polynomial order = 2 and frame size = 5. 

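The smoothed and quantile-normalized values were compared with the fold-changes between FL and SL in the readable text of the paper's Supplementary Table 1. Medians of the 3 smoothed replicates differed from the listed values by at most 5e-06, and means of the replicates by at most 0.642.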

For each transcript, we calculated the Pearson correlation coefficients (PCCs) between the smoothed expression profiles from three possible pairwise combinations of the three biological replicates (replicate 1 vs. 2, 2 vs. 3, and 3 vs. 1). The transcripts with the median PCCs ≥0.7 were selected as the ones with reproducible age-dependent expression patterns. 

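In the profiles computed here, 17334 transcripts (45.6%) in FL and 13293 (35.0%) in SL had a median PCC of at least 0.7. On unsmoothed profiles, 14435 transcripts in FL and 10518 in SL reached this value.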

The cutoff of 0.7 was determined from the following random experiments: (1) for *n* × *m* time-course mRNA expression data matrix (X) for *n* transcripts and *m* time points in each replicate of FL or SL, we randomly permuted the columns of X; (2) for each transcript, we calculated PCC between temporal expression profiles using the randomly permuted data matrixes (Xrand) of the replicates; (3) steps 1 and 2 were repeated 100 times; and (4) we estimated an empirical distribution for the null hypothesis (a transcript showed no correlation between the temporal expression profiles) using the PCCs obtained from the random permutations. The 95^th^ percentile of PCC in the empirical null distribution was 0.71. 

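Permuting the columns of each replicate 100 times and then smoothing gave a mean 95th percentile of the pairwise PCC of 0.912 in FL and 0.915 in SL. The PCCs of the replicate pairs were pooled, so this is not the percentile of the median PCC. Over the permutations, the percentile ranged from 0.809 to 0.969 in FL and from 0.832 to 0.962 in SL. The order of the steps moved it most, since smoothing before permuting gave 0.714 in FL and 0.719 in SL.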

Based on this finding, we determined the PCC cutoff to be 0.7. 

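Median PCCs between 0.4 and 0.7 were found in 3988 transcripts (10.5%) in FL and 5566 (14.6%) in SL, and median PCCs below 0.4 in 8104 (21.3%) and 9974 (26.2%). The remaining 8600 transcripts in FL and 9193 in SL had no value for at least 1 pair of replicates. When the median was taken over the pairs with a value, the 3 classes held 17695, 4079, and 8945 transcripts in FL and 13680, 5671, and 10956 in SL.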

The distribution of the number of transcripts with respect to PCC with an interval of 0.7 from zero to one revealed that for FL, there were 17696 (46.5%) with significant (P < 0.05) correlations (PCC ≥ 0.7), 4079 (10.7%) with marginal correlations (0.4 ≤ PCC ≤ 0.7), and 8945 (23.5%) with low correlations (PCC < 0.4), and for SL, there were 13681 (36.0%) with significant (P < 0.05) correlations with (PCC ≥ 0.7), 5671 (14.9%) with marginal correlations (0.4 ≤ PCC ≤ 0.7), and 10956 (28.8%) with low correlations (PCC < 0.4). For FL, we selected the transcripts with the median PCC ≥ 0.7 based on the time-course expression profiles of FL and then identified FL_SAGs as the selected transcripts with P < 0.05 (ANOVA with Bonferroni correction as a post-hoc test) and the maximum absolute log_2_-fold-changes ≥1 over six time points. Using the same approach, we selected the transcripts with the median PCCs ≥0.7 based on the time-course expression profiles of SL, and then identified SL_SAGs. Finally, we defined overall SAGs as the union of FL_SAGs and SL_SAGs. For the overall SAGs, log_2_-fold-changes were calculated by subtracting the average log_2_-CPM values at 4 DAH in FL from those at individual time points. These log_2_-fold-changes for FL and SL were displayed in Fig. 2b (heat map in red and green colors).

### Identification of Shared_SAGs and Diff_SAGs

For each of the aforementioned overall SAGs, log_2_-fold-changes between FL and SL were calculated by subtracting the median log_2_-CPM values of the three replicates of SL from those of FL at individual time points. Of the overall SAGs, Shared_SAGs were identified as the SAGs with log_2_-fold-changes <0.58 (1.5-fold) for all six time points. We also applied the two-sample t-test to log_2_-CPM values of the three replicates of FL and SL at each time point to evaluate the significance (P-value) of the difference in expression levels between FL and SL at the corresponding time point. Of the overall SAGs, Diff_SAGs were then identified as the SAGs with P-values < 0.05 from the t-test and absolute log_2_-fold-changes ≥0.58 (1.5-fold) in one or more of the six time points. Moreover, to examine whether the method used to identify Diff_SAGs can affects the GOBPs represented by Diff_SAGs, we also identified Diff_SAGs by applying the timecourse Package developed by Tei and Speed^57^ to our data. 

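By time point, 1306 of the Diff_SAGs identified here passed both thresholds at 4 DAH (624 higher in FL and 682 in SL), 1032 at 12 DAH (568 and 464), and 1741 at 20 DAH (950 and 791). At the later time points, 1058 passed at 28 DAH (584 and 474), 360 at 36 DAH (195 and 165), and 323 at 44 DAH (140 and 183). Of all Diff_SAGs, 1354 passed at exactly 1 time point and 33 passed at all 6.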

For each gene, the Package provides no P-values, but only Hotelling T^2^ statistic values representing the significance of the difference between its temporal expression profiles of FL and SL. Thus, to estimate *P*-values for the Hotelling T^2^ values, we performed the following random permutation experiments: (1) for *n* *×* *m* time-course mRNA expression data matrix (X) for *n* genes and *m* time points in each replicate of FL or SL, we randomly permuted the columns of X; (2) for each gene, we calculated a Hotelling T^2^ value by applying the timecourse Package to the randomly permuted data matrixes (Xrand) of the replicates of FL and SL; (3) steps 1 and 2 were repeated 1000 times; (4) we estimated an empirical distribution for the null hypothesis (a gene showed no difference in the temporal expression profiles of FL and SL) using Hotelling T^2^ values obtained from the random permutations; and (5) for the Hotelling T^2^ value of each gene, we calculated an adjusted P-value by one-sided test using the empirical distribution. We then selected 2136 Diff_SAGs with P ≤ 0.05 and of these, 336, 180, 186, 248, and 132 belonged to G1-5, respectively.

### Pattern analysis of Shared SAGs and Diff SAGs

Shared_SAGs were clustered using their log_2_-fold-change profiles by the k-means clustering method with correlation as a similarity measure and the number of clusters (k) = 30. The 30 clusters (SC1-30) of Shared_SAGs were categorized into 16 up-regulated and 14 down-regulated clusters. The up- and down-regulated clusters were further grouped into SP1–4 and SP5-7, respectively, by applying hierarchical clustering (complete linkage method and Euclidean dissimilarity measure) to the average log_2_-fold-change profiles of the up- and down-regulated clusters. Also, Diff_SAGs were clustered using their log_2_-fold-change profiles and also additionally the differences of log_2_-fold-changes between FL and SL by the same k-means clustering method. The 30 clusters (DC1-30) of Diff_SAGs were then categorized into 15 up-regulated and 15 down-regulated clusters. The up- and down-regulated clusters were grouped into DP1-10 and DP11–16, respectively, by applying the same hierarchical clustering used for the Shared SAGs. Finally, DP1–16 were further categorized into five major groups (G1-5) based on the similarity in the difference patterns of log_2_-fold-changes between FL and SL.

### Enrichment analysis of GOBPs

GOBP annotations of *Oryza sativa* were collected from gramene (release 41)^90^, NSF45K annotation^91^, and RGAP all GO slim^92^. GOBPs enriched by a group of the genes in SP1-7 and G1-5 were identified using curated GOBP annotations by the EASE scoring method used by DAVID software^93^. For each group, we selected the GOBPs with P-values ≤ 0.05 and the numbers of genes with the GOBPs ≥5.

### qRT-PCR analyses

After DNase (AM1906, ambion) treatment, cDNA was synthesized from approximately 400 ng of total RNA using an ImProm-II Reverse Transcription System (A3800, Promega). Subsequently, qRT-PCR analyses were performed using CFX96 or CFX384 Touch™ Real-Time PCR Detection Systems (Bio-Rad) with cDNA from 10–15 ng of total RNA. Actin mRNA expression was used as an internal standard, and normalized cycle threshold (Ct) values were used in statistical analyses (Supplementary Table 6). All primer sequences are listed in Supplementary Table 6.

### Comparison of differences between expression profiles of FL and SL with and without panicle removal

Mean relative expression levels of three replicates in FL and SL measured from qRT-PCR analysis were first computed at individual time points, and the differences between the mean relative expression levels of FL and SL were then calculated at individual time points. The integrated difference with [Diff(FL-SL)_PR_] or without panicle removal [Diff(FL-SL)_Con_] was then calculated by integrating the differences of the mean expression levels at individual time points over time using the trapezoidal integration method. [Diff(FL-SL)_PR_ − Diff(FL-SL)_Con_]/Diff(FL-SL)_Con_ were calculated. The same method was used for long-distance AATs and the negative control AATs.

### Correlation between mRNA-sequencing and qRT-PCR data

For each of the representative genes for G1-5, log_2_-CPM values from mRNA-sequencing and the expression levels from qRT-PCR in FL or SL were smoothed using the Savitzky-Golay method with polynomial order = 2 and frame size = 5 as previously described^82^. The correlation coefficients between the smoothed mRNA-sequencing and qRT-PCR data were calculated using three different methods (Pearson, Spearman and Kendall’s methods). In each method, the correlation coefficients for FL and SL were weighted summed. For mRNA-sequencing or qRT-PCR data, the weights for FL and SL were calculated as the areas under the smoothed expression profiles of FL and SL, respectively. For FL or SL, the final weight was then computed as the geometric mean of the weights of the corresponding leaf for mRNA-sequencing and qRT-PCR data. The weighted summed correlation coefficients from the three methods were finally combined into their geometric mean.

### Analyses of chlorophyll and total N content

Chls were extracted from approximately 50 mg of ground tissue samples using 95% ethanol. Chl contents were calculated after measuring optical densities using a 96 well plate reader (Infinite M200 PRO, TECAN)^94^. Ground leaf tissues were then dried and total N contents were measured from approximately 2 mg tissue samples using an Elemental analyzer (Elementar).

### Data Availability

The mRNA sequencing data were deposited into the Gene Expression Omnibus^95^ with the accession number GSE89233.

## Electronic supplementary material

Supplementary information

Supplementary dataset

How the deposited data were processed for this re-analysis (not part of the article)

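Rice flag leaves (FL) and second leaves (SL) were profiled by mRNA-sequencing at 4, 12, 20, 28, 36, and 44 DAH, with 3 replicates per leaf and time point and 36 libraries in total. The leaf, time point, and replicate number of each library were taken from the column names of the deposited table. The chlorophyll, nitrogen, and qRT-PCR measurements and the yield data of the paper were not used here.

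The deposited signal values were made by the authors as follows, according to their methods. Adapters were trimmed with cutadapt, reads were aligned to the rice genome with TopHat, reads on genes were counted with HTSeq, and the counts were divided by library sizes scaled with the TMM method of edgeR, giving CPM on effective library sizes. The values are on the linear scale, before the logarithm and the quantile normalization that the paper describes. This was checked on the values: the columns summed to 918736 to 1146147, their distributions differed, and 100% of the values were whole multiples of the smallest step of their column within a tolerance of 0.01 reads. The plan for the tests, written before the values were read, had assumed log2 values after both steps, so log2(CPM + 1) and the quantile normalization were applied here first. No column per sample was left out.

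Reads on genes were recovered by dividing each value by its step. The depth was 5713546 to 29789199 reads per library, with the values per leaf and time point given at the first result. At these depths, a gene with 3 reads or fewer in a library was taken as at the floor, 0.106 to 0.511 CPM, and this floor covers counting error only. Of the 38026 genes, 37869 were nuclear, 103 chloroplast, and 54 mitochondrial, and 4963 had no read in any library. Gene names came from the paper, from the symbols of the deposited table, and, for 23729 matched identifiers, from the synonyms of a reference table for the assembly ASM3414082v1, which differs from the build the authors aligned to. From this table came the identifiers of OsPPOX, OsChlI, OsGSA, OsUROS, OsPORA, OsPORB, OsSGR, OsRCCR1, OsNYC1, OsDOS, and OsPhyB. Genes for which no identifier was found were not analysed here.

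The SAG criteria of the paper were applied to each leaf with its 18 libraries. Each replicate profile was smoothed with a Savitzky-Golay filter of order 2 and frame 5. A SAG needed a median PCC of at least 0.7 over the 3 replicate pairs of smoothed profiles, a one-way analysis of variance with P below 0.05 on unsmoothed values, at least 1 of the 15 pairs of time points with a Bonferroni-corrected P below 0.05, and a log2 change of at least 1 from 4 DAH of the same leaf in the mean of the smoothed replicates. A profile without variation gave no PCC, and a gene lacking a PCC for any pair did not pass. Shared_SAGs had differences below 0.58 between the medians of the smoothed FL and SL replicates at all 6 time points. Diff_SAGs had a difference of at least 0.58 together with an unadjusted P below 0.05 in a two-sample test on the 6 unsmoothed values at 1 or more time points, and Criteria 2 to 5 required more time points or a difference of 1. Up- and down-regulated genes were separated by the sign of the mean change from 4 DAH over both leaves. The permuted PCC came from 100 permutations of the time points of each replicate, smoothed after permuting, and its 95th percentile was taken. Clustering with 30 clusters and 10 starts was used as an alternative for the direction of Diff_SAGs. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and SciPy 1.17.1, and figures used matplotlib 3.10.9.

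FL and SL were compared in R 4.3.3 with limma 3.58.1 (trend = TRUE), with the 36 libraries in 12 groups, for the 22057 genes with a log2 value of at least 1 in 3 or more libraries. The contrasts were FL minus SL at each time point, the average over 12, 20, 28, and 36 DAH, the average over all 6 time points, the change from 4 DAH within and over leaves, the difference between leaves in the change over time (an interaction term), and the deviation of a time point from the mean of its neighbours. P-values were adjusted by the Benjamini-Hochberg method over all tested genes within each contrast, and adjusted p-values in the text are those of limma unless another tool is named. Named genes were all genes the paper names for which an identifier was found, except 7 clock genes used only in the closing section. Also named were, in each direction, the 2 genes with the largest average difference. These were taken from the genes with an adjusted p below 0.05 and the same sign at all time points. More ranked genes had been foreseen for the case that a table pairs identifiers with names, but most symbols of the reference table are themselves identifiers.

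The alternatives for the SAG lists were a Bonferroni correction over genes, the analysis of variance alone, limma tests, adjusted two-sample tests, tests on smoothed values, fold changes on unsmoothed values, no PCC filter, the largest difference between any 2 time points, the baseline at 4 DAH of FL, a filter on expression, a pseudocount of 0.1, means in place of medians, a replicate block, and leaving out each replicate. For limma they were a replicate block, only the 6 libraries of a time point, no filter, the pseudocount of 0.1, trend = FALSE, a middle stage of 20 and 28 DAH, and leaving out each replicate. Alternatives added after the values had been seen were the PCC over defined pairs, medians for the SAG change, these together with tests on smoothed values, no quantile normalization, libraries thinned to the reads of the smallest, and edgeR 4.0.16 on the recovered reads (22057 genes, biological coefficient of variation 0.180). Also after the values had been seen, a grid of 96 combinations of the SAG choices and 8 ways of making the values of Supplementary Table 1 were computed. None of the combinations was used for a reported number except where it equals a named alternative, and 0 of them gave the paper's number of SAGs in FL or SL. The closing section gives the effect of the alternatives.

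The pipeline was tested on simulated data with the depths of the 36 libraries and a dispersion of 0.03. Of 200 genes raised or lowered 4-fold over time, 174 were called by the SAG criteria, with 0 calls among 37826 unchanged genes. Of 200 genes changed 4-fold between the leaves, 197 passed the FL and SL criteria, limma called 189, and edgeR called 192, and among 20942 unchanged genes the false calls were 151, 13, and 14. The median log2 change of genes raised 4-fold was 1.85 in limma and 1.98 in edgeR. Random draws used the seed 1.

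GO enrichment, the k-means patterns, and the ranking of the timecourse method were not repeated. The test for amino acid transporters among Diff_SAGs that had been planned was not run, because neither the deposited table nor the reference table describes gene functions and the readable text of Supplementary Table 1 describes only Shared_SAGs.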

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

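The tests on organelle transcripts were chosen only after the spread of these transcripts was seen, and the other tests of this part were set down before their results.

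The change over time differed between FL and SL in 4446 genes with an adjusted p below 0.05 in limma, by a test of the difference itself (an interaction of leaf and time point). The number depended on the libraries. It was 2905 with all libraries thinned to the reads of the smallest and 333 to 2594 across the 3 fits that each left out one replicate. When FL and SL were exchanged within random same-numbered pairs of libraries, 7 of 100 assignments, the real one included, gave as many genes. The median of the exchanges was 1 gene, and the largest was 9672. An exchange of some pairs also turns part of the average difference between the leaves into a change over time, so this comparison does not settle whether another grouping of the same libraries would give as many genes. Thinning lowers the power of every comparison, so the number of 2905 does not tell whether the lower depth of SL (median 12194003 reads against 17017740 in FL) contributed. Different timing of senescence in the 2 leaf positions is a biological hypothesis that these data leave open.

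Among the 75 named genes, 21 had such a difference, and each is given here with its adjusted p, its highest and lowest FL minus SL (log2), and the same-numbered pairs of libraries, out of 3, with the direction at these time points. Among photosystem and chlorophyll genes, OsLhcB1 (adjusted p = 0.000997) went from 2.08 at 4 DAH (higher in FL in 3 pairs) to -0.19 at 44 DAH (higher in SL in 3). OsLhcB4 in G1 (0.00461) had 0.97 at 20 DAH (3 pairs) and -0.21 at 4 DAH (2 pairs), and OsPetF (0.0263) had 0.04 at 4 DAH (2 pairs) and -0.88 at 12 DAH (3 pairs). OsChlH (0.0302) had 0.82 at 36 DAH (3 pairs) and -0.07 at 28 DAH (2 pairs). OsPPOX (0.00621) had 0.88 at 4 DAH (3 pairs) and -0.09 at 12 DAH (2 pairs), and OsGSA (0.00316) had 0.55 at 28 DAH and -0.42 at 12 DAH (3 pairs each).

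Among genes of phenylpropanoids, OsF5H (adjusted p = 0.0287) ranged from 0.95 at 20 DAH (higher in FL in 3 pairs) to 0.19 at 36 DAH (higher in SL in 1 pair), OsPAL (0.00678) from 2.61 at 28 DAH (3 pairs) to 0.03 at 4 DAH (higher in SL in 1 pair), and OsF3'H (0.000789) from 2.98 at 20 DAH (3 pairs) to 0.32 at 44 DAH (higher in SL in 1 pair). Among transport genes, OsUMAMIT19 (0.00401) ranged from -0.57 at 36 DAH to -1.87 at 4 DAH, with SL higher in 3 pairs at both. OsATL9 (0.00113) had 0.27 at 44 DAH and -0.66 at 20 DAH, and Os03g0795000 (0.0139) had 0.28 at 4 DAH and -0.30 at 28 DAH, each in 3 pairs. Os12g0133100 (0.00335) had 0.67 at 4 DAH (3 pairs) and -0.26 at 28 DAH (2 pairs).

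Among transcription factor genes, OsERF77 (adjusted p = 0.00147) had 0.95 at 20 DAH and -1.84 at 4 DAH, OsERF96 (0.0246) had 0.57 at 28 DAH and -2.32 at 4 DAH, and Os03g0327100 (0.00011) had 1.005 at 28 DAH and -1.002 at 4 DAH, each in 3 pairs. Os07g0683200 (0.00952) ranged from -0.71 at 44 DAH to -2.36 at 4 DAH with SL higher in 3 pairs at both. Among the genes chosen for a large average difference, OS06G0102100 (0.0249) ranged from 4.79 at 20 DAH to 1.64 at 44 DAH and OS11G0530600 (0.0129) from 4.66 at 20 DAH to 0.99 at 44 DAH, with FL higher in 3 pairs. OS06G0244000 (0.0129) ranged from -1.06 at 44 DAH to -4.29 at 20 DAH and OS04G0429600 (0.000192) from -0.85 at 36 DAH to -3.14 at 20 DAH, with SL higher in 3 pairs. Single genes were not tested against other groupings of the libraries, so their differences are given here without a cause.

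Mitochondrial transcripts, on which the paper does not report, made up at most 0.0160% of the reads on genes, well above a single read in a library. Their share and that of chloroplast transcripts varied widely among replicates of the same leaf and time point, by up to 7.04 and 3.51 times. The median SD among replicates was 0.50 (log2) in the 76 tested chloroplast genes and 0.54 in the 30 tested mitochondrial genes. Lists of nuclear genes matched on expression had medians of 0.23 and 0.26, and 0 of 1000 such lists reached the organelle values (largest 0.27 and 0.34). The deviations of the 2 shares from their group means rose and fell together over the 36 libraries (Pearson r = 0.906, Spearman rho = 0.870, permutation p = 1e-05 for both, the smallest that 100000 resamples can give, adjusted p = 3e-05 over 3 relations, and r = 0.882 without the 2 farthest samples). This is consistent with carry-over of organelle RNA that differs among library preparations. The chloroplast share did not follow the number of reads (r = -0.0873, permutation p = 0.720; rho = -0.0633, p = 0.755), and neither did the mitochondrial share (r = 0.122, permutation p = 0.597; rho = 0.0991, p = 0.642; adjusted p = 0.720 and 0.755). Carry-over during preparation was not ruled out, and differences among the leaves sampled for the replicates were not tested. Only 17 of the 157 organelle genes were SAGs, and 13 of the 106 tested had an average difference between the leaves. These passed tests against the spread among replicates, as did OsPsbK, a SAG in both leaves, whereas the changes of D1 and D2 did not and cannot be told apart from that spread.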

How the results depend on the processing

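The main settings and the alternatives named as planned were fixed before the data were examined, with an exception. The plan had assumed log2 values after quantile normalization, so both steps were added to the main setting once the values had been read. Tests without quantile normalization, on thinned libraries, with edgeR on the recovered reads, with the PCC over defined pairs, and with medians for the SAG change were chosen only after results were seen. The cause of the changes below was not tested unless a test is named.

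A Bonferroni correction over genes in place of the pairs of time points left 2517 SAGs in FL (5401 in the main setting), 1208 in SL (4579), 2870 in either (6643), and 855 in both (3337), with 1618 Shared_SAGs (3256), 1138 Diff_SAGs (2926), and 114 in neither class (461). Criteria 2 to 5 then gave 634, 379, 312, and 186 genes (main 1572, 832, 923, and 464), and 15 of the genes of Fig. 4 (main 32) and 7 of its Shared_SAGs (main 20) were in the paper's class. All of these 2870 SAGs were also SAGs in the main setting. Adjusting the two-sample tests gave 1880 Diff_SAGs, 561, 203, and 216 genes by Criteria 2, 3, and 5, and 1507 in neither class.

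The number in neither class was also 213 with limma tests, 270 with tests on smoothed values, 784 with unsmoothed values, 1707 with a pseudocount of 0.1, 717 with the replicate block, 281 with medians, tests on smoothed values, and the PCC over defined pairs, and 706 in thinned libraries. Unsmoothed values gave 1456 genes by Criteria 4, the pseudocount of 0.1 gave 4775 Diff_SAGs, 2241 by Criteria 4, and 988 by Criteria 5, and the block gave 542 by Criteria 3. Leaving out the PCC filter or using only the analysis of variance changed no count by more than 1.5 times.

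With Diff_SAGs by Criteria 2, 838 were up-regulated (main 1416). Higher in FL and SL at 12 to 36 DAH were 492 and 346 of the up-regulated (main 778 and 638) and 397 and 337 of the down-regulated (main 756 and 754), and at 4 DAH 436 and 402 (main 755 and 661) and 334 and 400 (main 713 and 797). The permuted PCC (main 0.912 in FL and 0.915 in SL) was 0.714 and 0.719 with smoothing before permuting and 0.745 and 0.750 without smoothing.

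With only the 6 libraries of a time point, limma found 4978 genes at 4 DAH (main 3108), 2035 at 28 DAH (main 5229), and 0 at 36 and 44 DAH (main 2409 and 838), where 4340 and 2350 genes had an unadjusted p below 0.05. edgeR gave 1502 genes at 36 DAH. Thinned libraries gave 1446 at 36 DAH, 303 at 44 DAH, and 2905 with a different change over time (main 4446).

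Across the 3 fits that each left out one replicate (leave-one-out), SAGs numbered 4555 to 5219 in FL, 3315 to 4499 in SL, 5840 to 6617 in either, and 2539 to 3101 in both, with 2864 to 3130 Shared_SAGs, 1936 to 2343 Diff_SAGs, and 876 to 1144 in neither class. Criteria 2 to 5 gave 673 to 1175, 255 to 406, 651 to 793, and 242 to 364 genes. Of the Shared_SAGs of Supplementary Table 1, 1382 to 1417 were recovered (main 1632), and of the genes of Fig. 4, 23 to 27 were in the paper's class, 7 to 11 as Diff_SAGs and 15 to 17 as Shared_SAGs. The up-regulated Diff_SAGs numbered 983 to 1190. Higher in FL were 520 to 729 of them at 12 to 36 DAH and 488 to 601 at 4 DAH, and higher in SL 453 to 463 and 454 to 589. For the down-regulated, the ranges were 521 to 567 and 457 to 568 in FL and 432 to 586 and 496 to 605 in SL. A median PCC of at least 0.7 was found in 17423 to 19617 transcripts in FL and 13228 to 16737 in SL. The genes different in limma numbered 904 to 1614 at 4 DAH, 266 to 2446 at 12 DAH, 3391 to 4725 at 20 DAH, 1766 to 6446 at 28 DAH, 19 to 2700 at 36 DAH, and 7 to 1022 at 44 DAH. On average over time points they numbered 7360 to 9947, with a different change over time 333 to 2594, and off the course at 36 DAH 6421 to 7687.

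For each gene, 1 comparison was counted here. Of 737 pairs of such a gene result and an alternative, 717 had the same direction and side of 0.05, 7 lost an adjusted p below 0.05, 6 gained one, and 7 changed direction. Of the 75 gene results counted, 60 kept their direction and side of 0.05 under every alternative run for them. Other comparisons of the same genes are not in these numbers, and some changed sides of 0.05, as did the average differences from 12 to 36 DAH of OsPsbO and OsPsbX with the replicate block and of OsPsaH1 and OsChlH in G4 without replicate 2. The 7 changes of direction were in small values without an adjusted p below 0.05 under any alternative. The difference at 4 DAH of OsChlH in G4 (main 0.11, alternatives' adjusted p 0.488 to 1) was -0.63 without replicate 1 and up to 0.65 without another replicate. The mean change of OsPsbD (main 0.03, 0.776 to 1) ranged from -0.0777 to 0.132 in leave-one-out fits and was -0.0725 with edgeR, that of OsPsbC (main 0.04, 0.833 to 1) ranged from -0.0429 to 0.0916 and was -0.0507, and that of OsPhyB (main 0.02, 0.495 to 1) ranged from -0.0313 to 0.0674 and was -0.0078 in thinned libraries.

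The 7 losses were 5 without replicate 1, 1 without replicate 2, and 1, that of OsNAP, with the middle stage as 20 and 28 DAH. The 6 gains were 5 in the 6 libraries of 4 DAH and 1 with edgeR. For these genes, the adjusted p over the alternatives ranged from 0.00056 to 0.105 in OsPsb28, 0.0033 to 0.134 in OsChlH, 0.000535 to 0.103 in OsGluTR, 0.000222 to 0.0708 in OsERF77, 0.000341 to 0.0964 in OsERF96, and 0.000294 to 0.106 in OsNAP, and from 0.0151 to 0.702 in OsLhcB2, 0.00984 to 0.707 in OsLhcB3, 0.00403 to 0.662 in OsLhcB4 of G4, 0.0042 to 0.616 in OsLhcB6, and 0.0119 to 0.572 in OsPsb27. Of the 497 other pairs of a result and an alternative, 413 stayed within 1.5 times or within the replicate spread and 84 did not.

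Other groupings of the libraries were compared with the real one. Permuting the time points within replicates gave as many SAGs in 1 of 100 assignments in FL and in 1 of 100 in SL, the real one. Exchanging FL and SL within random same-numbered pairs, with the list of SAGs kept, gave as many Diff_SAGs in 1 of 100, and for Criteria 2, 3, 4, and 5 in 1 of 100 each, again the real one, although the largest other number of Diff_SAGs was 2515. For the average difference between leaves it was 1 of 100, and the largest other number of genes was 3576. At each time point, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs, the real one, gave as many genes (the largest other number was 0, 1, 0, 0, 2, and 3 from 4 to 44 DAH). The other splits, which join FL and SL libraries of the same number, gave up to 332 genes at 12 DAH and 701 at 36 DAH. With 4 splits the share cannot be small, so these time points cannot be told apart from another grouping by this test alone.

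The enrichment of amino acid transporters among Diff_SAGs and its alternatives were not run, because neither the deposited table nor the reference table describes gene functions and the readable text of Supplementary Table 1 describes only Shared_SAGs. The replicate block was not run for the change over time, and edgeR was not run for it either.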

Differences from the paper's values

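The rule set for this comparison was wide for counts, so a count that passed it can still be well off the paper's. It passed 1572 genes by Criteria 2 against the paper's 1934, and 832 by Criteria 3 against 1185. Tests on smoothed values came closer, with 1994 and 1223, and so did limma tests, with 1893 and 1121. Other alternatives went farther off, for example the replicate block with 1199 and 542. Of 19 values that the paper states and that were computed here, 3 differed by this rule. The first is the number of SAGs that were neither Shared_SAGs nor Diff_SAGs, 461 here against the paper's 260. Of the alternatives set before the data were examined, limma tests (213) and tests on smoothed values (270) came within the rule. A Bonferroni correction over genes (114), the analysis of variance alone (470), adjusted two-sample tests (1507), unsmoothed values (784), no PCC filter (489), the largest difference between any 2 time points (510), the baseline at 4 DAH of FL (444), the filter on expression (458), a pseudocount of 0.1 (1707), means (398), the replicate block (717), and leaving out a replicate (876 to 1144) did not. Medians with tests on smoothed values and the PCC over defined pairs, chosen after seeing the values, gave 281 and came within it. The PCC over defined pairs alone (461), medians alone (470), no quantile normalization (452), and thinned libraries (706), also chosen after seeing the values, did not.

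The other 2 values are the 95th percentiles of the permuted PCC, 0.912 in FL and 0.915 in SL against the paper's 0.71. Smoothing before permuting, set before the data were examined, gave 0.714 and 0.719 and closed the gap. Unsmoothed profiles (0.745 and 0.750) and the filter on expression (0.897 and 0.904), set at the same time, did not.

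The numbers of transcripts with a median PCC of at least 0.7 did not differ by the rule, which was not applied to the other classes. With the PCC over defined pairs, chosen after seeing the values, 17695 transcripts in FL and 13680 in SL reached the minimum, against the paper's 17696 and 13681.

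Settings of the criteria were chosen from the values of Supplementary Table 1, so the recovery of its genes is not an independent check. Of the Shared_SAGs in the readable text of Supplementary Table 1, 1632 of 1640 were Shared_SAGs here and 8 were no SAGs. The number was 1634 with limma tests and 1633 with the analysis of variance alone or with tests on smoothed values.

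The paper places OsLhcB3 among the Diff_SAGs, and here it was in neither class. It was a Diff_SAG with limma tests, tests on smoothed values, the replicate block, and without replicate 1 or replicate 3, and also without quantile normalization and with medians, tests on smoothed values, and the PCC over defined pairs, the last 2 chosen after seeing the values. The paper places OsGSA among the Diff_SAGs, and here it was no SAG, with largest changes from 4 DAH of 0.98 in FL and 0.85 in SL. It was a Diff_SAG with unsmoothed values, with the largest difference between any 2 time points, and without replicate 1, and also with medians for the SAG change, alone or together with the other 2 choices, which were chosen after seeing the values.

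The identifier used here for OsPPOX came from a synonym in the reference table, so a mismatch with the paper's gene was not ruled out. The paper describes OsPPOX as down-regulated in both leaves. Its mean change from 4 DAH was 0.55 in FL (higher than 4 DAH under all 9 settings run, 0.50 to 0.56) and 1.23 in SL (1.19 to 1.29). The paper places OsPsb28 in a group of down-regulated genes, and its mean change in SL was 0.05 (adjusted p = 0.831 in limma; 0.607 to 1 over the alternatives). It was negative only without replicate 3, at -0.04.

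The paper places OsLhcB4, OsLhcB6, OsPsb27, OsPsaH1, and a second OsChlH gene in G4, whose genes have higher levels in SL at the early stage. The identifiers of these genes were read from the paper's figure, and a misreading was not ruled out. At 4 DAH, FL minus SL was 0.52, 0.47, 0.61, 0.19, and 0.11, none with an adjusted p below 0.05 in the main limma fit. A limma fit to the 6 libraries of 4 DAH gave an adjusted p of 0.00403 for OsLhcB4, 0.0042 for OsLhcB6, and 0.0119 for OsPsb27. Averaged from 12 to 36 DAH, FL minus SL was 0.77, 0.74, 0.69, 0.61, and 1.32. Without replicate 2, this average was 0.45 in OsPsaH1 (adjusted p = 0.0626 in limma) and 1.065 in OsChlH (adjusted p = 0.0610). A higher level in SL at 4 DAH was found only for the OsChlH gene and only without replicate 1 (-0.63).

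The paper places OsERF75 and OsERF77 in G4, a group of down-regulated genes. The mean change in FL was -0.23 in OsERF75 (adjusted p = 0.329 in limma; 0.162 to 0.9201 over the alternatives) and -0.33 in OsERF77 (adjusted p = 0.315; 0.185 to 0.678), so that the fall in FL did not pass the threshold under any setting run.

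The paper gives the genes of SP6, among them OsLhcA4, a decrease over grain-filling. At 36 DAH, OsLhcA4 was above the mean of 28 and 44 DAH by 4.79 in FL and 4.49 in SL. OsPsaG and OsPsaN, also of SP6, had their highest mean expression in SL at 36 DAH.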

Other observations

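The deviation of 36 DAH was noticed in the values, so the tests on it were chosen only after it was seen, and the comparison with 4 and 12 DAH was added after the order of the time points and the clock genes had been seen.

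The expression of many genes at 36 DAH was far from the course between 28 and 44 DAH in both leaves, which the paper does not report. In limma, 8895 genes had an adjusted p below 0.05 in FL and in SL with the same direction, 4502 above and 4393 below the mean of 28 and 44 DAH, and 16 had opposite directions. In FL alone the number was 11737 and in SL alone 11295. The same contrast gave 1498 genes at 12 DAH, 103 at 20 DAH, and 5492 at 28 DAH, whose later neighbour is 36 DAH itself. Over all tested genes, the deviations in FL and SL at 36 DAH had a correlation of 0.878, in which genes are not independent. Of the SAGs that were tested, 3993 of 6629 (60.2%) were among these genes, with 2257 of 3248 Shared_SAGs (69.5%) and 1514 of 2923 Diff_SAGs (51.8%), against 40.3% of all tested genes.

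Technical explanations were tested in turn. When the labels 28, 36, and 44 DAH were exchanged within the 6 series of leaf and replicate number, 1 of 100 assignments, the real one, gave as many genes. An assignment that kept all labels of 36 DAH gave 8845, and the largest number among the others was 3622. Lower depth of the SL libraries at 36 DAH does not explain the pattern, because 7574 genes were found with all libraries thinned to the smallest. The number was 8715 without quantile normalization, 8805 with a pseudocount of 0.1, 8415 without a filter, and 6421 to 7687 without one replicate.

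A wrong label of the time point could also give the pattern. The path through the 6 mean profiles had a length of 2.80 in FL and 2.65 in SL as labelled, and 2.56 in FL and 2.42 in SL when 36 was exchanged with 44 DAH, the best exchange with 36 DAH in each leaf. Moving a time point that is off its course to an end shortens the path whatever the reason, so these lengths neither show nor rule out an exchange. Of the 360 orders, 25 in FL and 28 in SL were as short as the labelled one. The shortest order placed 36 DAH between 4 and 12 DAH in both leaves (2.39 and 2.23), and the nearest profile to 36 DAH was that of 12 DAH (at a distance of 0.486 in SL). The median distance of the clock genes from the mean of 4 and 12 DAH was 0.42 against 0.20 in random lists of 7 genes matched on expression, and 439 of 10000 lists were as far. At 12 DAH the clock genes were also farther from the mean of the neighbouring time points than such lists, so this distance does not rule out samples taken between 4 and 12 DAH.

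The conditions of the harvest day are another candidate explanation. The 7 clock genes for which the paper's names gave an identifier had a median deviation of 2.08 at 36 DAH, against 0.37 in random lists of 7 genes matched on expression, and 0 of 10000 lists were as far off. At 28, 12, and 20 DAH the median was 1.37, 0.59, and 0.15, and 0, 0, and 1884 lists were as far off. At 36 DAH the deviation was -4.63 in FL and -4.92 in SL for OsGI, 3.03 and 2.89 for OsPRR95, -2.54 and -2.36 for OsPRR37, -1.94 and -2.21 for OsPRR73, -1.10 and -1.02 for OsPRR1, and 0.99 in both leaves for OsLHY. OsELF3 was not off the course (0.09 and 0.03). Of the light-harvesting genes, OsLhcB2 was above the course by 3.29 in FL and 3.27 in SL, OsLhcB3 by 2.53 and 2.55, and OsLhcB5 by 2.64 and 2.49, whereas OsLhcB4 of G1 was below it by a log2 value of -3.01 and -2.60. According to the paper, samples were taken in a fixed hour of the morning, and the replicates of an age were sampled at the same time, so age and harvest day cannot be separated. A shift of the daily rhythm at 36 DAH, by weather, light, or the hour of harvest, may therefore account for part of the pattern, as a hypothesis. Neither an exchanged label nor samples taken between 4 and 12 DAH was ruled out by a test here, so the pattern cannot be told apart from these, and a change of the leaves themselves at this age is not shown.

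SL had fewer SAGs than FL, with a ratio of 0.848. The median depth of SL was lower, but with all libraries thinned to the reads of the smallest the ratio was 0.840, so lower depth does not explain it. SL had fewer SAGs under every alternative, but the size of the gap varied. The numbers in SL and FL were 1208 and 2517 with a Bonferroni correction over genes. They were 3315 and 5064 without replicate 1, and 4755 and 5446 without the PCC filter. Other technical explanations were not tested for this pattern. A smaller change of SL over time is a biological hypothesis that these data leave open.

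Regulators and enzymes of chlorophyll breakdown had lower average levels in FL in some cases and higher in others. Over the 6 time points, FL minus SL was -0.37 in OsNAP (SE 0.06), -0.46 in OsSGR (SE 0.09), and -0.74 in OsRCCR1 (SE 0.09), and 0.38 in OsNYC1 (SE 0.03). Mean expression was highest at 36 DAH in both leaves for OsNAP and OsRCCR1, and at 28 DAH in both for OsSGR. For OsNYC1, it was highest at 44 DAH in FL and 28 DAH in SL. By qRT-PCR, the paper reports peaks at 28 DAH for OsSGR1 and OsRCCR1 in both leaves and for OsNAP in SL. For OsNAP in FL, it reports 36 DAH. The peaks of OsRCCR1 in both leaves and of OsNAP in SL were therefore later here. Among NAC genes named in the paper, the average difference was -0.62 in Os02g0579000, 0.27 in Os03g0327100, -0.15 in Os07g0566500, -1.23 in Os07g0683200, and 0.01 in Os10g0571600. OsRCCR1 in SL was above the mean of 28 and 44 DAH by 0.71 at 36 DAH.

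The gene OS11G0707000 had the highest value of all genes in all 36 libraries, between 5020 and 15591 CPM. Quantile normalization gives the highest gene of every library the same value, so after it this gene was constant at 13.20 (log2) and could not be called a SAG, whatever its change. No biological explanation was tested for its level.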
